# Lipid accumulation of *Chlorella* sp. TLD6B from the Taklimakan Desert under salt stress

**DOI:** 10.7717/peerj.11525

**Published:** 2021-05-31

**Authors:** Hong Li, Jun Tan, Yun Mu, Jianfeng Gao

**Keywords:** Salt stress, *Chlorella* sp. TLD6B, Transcriptome, Lipid accumulation

## Abstract

*Chlorella* has become an important raw material for biodiesel production in recent years, and *Chlorella* sp. TLD6B, a species with high lipid concentrations and high salt and drought tolerance, has been cultivated on a large scale. To explore the lipid accumulation of *Chlorella* sp. TLD6B and its relationship to external NaCl concentrations, we performed physiological measurements and genome-wide gene expression profiling under different levels of salt stress. *Chlorella* sp. TLD6B was able to tolerate high levels of salt stress (0.8 M NaCl addition). Lipid concentrations initially increased and then decreased as salt stress increased and were highest under the addition of 0.2 M NaCl. Comparative transcriptomic analysis revealed that salt stress enhanced the expression of genes related to sugar metabolism and fatty acid biosynthesis (the *ACCases BC* and *BCCP*, *KAS II*, and *GPDHs* involved in TAG synthesis), thereby promoting lipid accumulation under the addition of 0.2 M NaCl. However, high salinity inhibited cell growth. Expression of three *SADs*, whose encoded products function in unsaturated fatty acid biosynthesis, was up-regulated under high salinity (0.8 M NaCl addition). This research clarifies the relationship between salt tolerance and lipid accumulation and promotes the utilization of *Chlorella* sp*.* TLD6B.

## Introduction

Increasing global energy demands cause over-exploitation and shortages of nonrenewable resources such as oil, natural gas, and coal and increase the urgency associated with research on bioenergy. As photoautotrophic organisms (Schenk et al., 2008), microalgae are characterized by high lipid concentrations and rapid growth, which makes them the most promising organisms for the development of biodiesel (Halim, Danquah & Webley, 2012). The lipid metabolism of microalgae is a complex process that involves the synthesis and metabolism of fatty acids, triglycerides (TAGs), acetyl-CoA, and other compounds, and it is closely related to algal growth and stress tolerance (Gao et al., 2014). Environmental changes alter the expression of many genes encoding enzymes in these metabolic pathways and thereby influence microalgal lipid metabolism. Previous studies have found that lipid accumulation in microalgae is affected by changes in the expression of the ACCase subunit genes *BC*, *BCCP*, and *α-CT*, the fatty acid synthesis genes *SAD*, *KAS II*, *MCAT*, as well as the TAG synthesis genes *GPAT*, *PAP*, *LPATT*, and *DGAT* (Zalutskaya et al., 2015; Huang et al., 2016). At present, the detailed signaling mechanisms that regulate lipid metabolism in microalgae remain unclear. However, lipid accumulation is known to be regulated by abscisic acid (ABA) and reactive oxygen species (ROS) signals (Gao et al., 2014; Wang et al., 2016), indicating that microalgal lipid metabolism is closely related to adaptation to unfavorable environments.

*Chlorella* is a eukaryotic, single-celled green microalga that is widely distributed in fresh water, soils, and deserts (Li, Zhang & Wang, 2016). It has been widely used in research related to microalgae energy production (Liang, Sarkany & Cui, 2009; Li et al., 2011; Liu et al., 2011). Researchers currently focus primarily on freshwater *Chlorella*, and there have been few studies of desert *Chlorella*. Desert *Chlorella* grows in an extremely arid environment, with a maximum temperature of 67.2 °C in intense heat and a temperature difference of more than 40 °C between day and night. The winter is cold, with low precipitation and high evaporation (Zhang et al., 2020). Lewis & Flechtner (2002) found that desert green algae evolved from aquatic green algae at least five independent times. Therefore, desert *Chlorella* has adapted to the extremely harsh arid environment, making it an excellent material for studying the molecular biology of stress resistance at the single-cell level (Mu et al., 2016). In the past, studies of desert algae have focused mainly on the algal composition of microbiotic crusts and the characteristics and functions of crust formation (Ashley & Rushforth, 1984; Garcia-Pichel, Lopez-Cortes & Nubel, 2001; Lewis & Flechtner, 2002; Zhao, Zhang & Zhang, 2006). In recent years, Li et al. (2012) and Wang et al. (2014) analyzed the phylogeny of several strains of microalgae in the Gurbantonggut and Taklimakan Deserts. Among these algae, GTD7c-2, TLD2A, TLD6B are classified as *Chlorella*. Gong et al. (2013) compared different cultivation methods for desert *Chlorella* GTD8A1. Zhu et al. (2014) and Mu et al. (2016) measured the oil content of desert microalgae and desert *Chlorella*, respectively, and made a preliminary assessment of their potential for conversion to biodiesel.

Previous studies on lipid accumulation in freshwater *Chlorella* under salt stress have provided useful information, but there have been no reports on the mechanisms of lipid accumulation in desert *Chlorella* under salt stress. Desert *Chlorella* sp. TLD6B differs from fresh water algae, as it grows in extremely harsh environments. We must first clarify the mechanistic relationship between salinity stress and lipid accumulation before we can further develop desert *Chlorella* sp. TLD6B for use in biofuel production. Studies have shown that lipid accumulation in *Chlorella* can be induced by salt stress (Wang et al., 2016) and that salinity enhances microalgal lipid accumulation for biofuel production (BenMoussa-Dahmen et al., 2016; Srivastava, Nishchal & Goud, 2017). High salinity is an important factor that stimulates lipid accumulation, but it also has adverse effects on biomass growth and lipid production in microalgae (Markou & Nerantzis, 2013; Ho et al., 2014). Sharma & Chauhan (2016) used comparative transcriptomics to identify the molecular components associated with differences in lipid accumulation between the microalgal species *Scenedesmus dimorphus* and *S. quadricauda*. Gao et al. (2014) used transcriptomics, genomics, and proteomics to characterize lipid accumulation mechanisms of the oleaginous microalga *C. protothecoides*.

Here, we studied *Chlorella* sp. TLD6B, a desert *Chlorella* collected from the Taklimakan Desert that exhibits greater drought and salt tolerance than freshwater *Chlorella* (unpublished results). We investigated the mechanism of lipid accumulation in *Chlorella* sp. TLD6B under salt stress by measuring relevant physiological parameters and analyzing whole-genome gene expression profiles under different levels of salt stress. This research aims to clarify the relationship between salt stress and oil accumulation in *Chlorella* sp. TLD6B and to promote its development and utilization in biofuel production.

## Materials and Methods

### Algal strain and culture conditions

The experimental algae were collected from the Taklimakan Desert (37°36′N, 80°23′E, 1,254 m altitude, 3.5 °C average surface temperature, 0.4 M average NaCl salt concentration, 71.2 W m^−2^ net radiation at 16:00) in Xinjiang Province, China. Field experiments were approved by the College of Life Sciences of Shihezi University (project number: 2011-GB-200900-G). The algae were isolated in the laboratory from a mixed culture of Taklimakan Desert soil samples and were identified as *Chlorella* sp. TLD6B (Wang et al., 2014). They were maintained in an autotrophic culture system at the College of Life Sciences, Shihezi University, China. Bold basal medium (BBM; Nichols, 1973) was autoclaved, and algal cells in the logarithmic growth phase were inoculated into Erlenmeyer flasks containing 500 mL BBM medium at a ratio of 20% (V/V). The initial cell density was controlled at an OD_680_ of approximately 0.1, and the preparation of BBM medium is described in Table S1. Light was provided by white fluorescent lamps at an intensity of 72 µmol photons m^−2^ s^−1^ with a 12h/12 h light-dark cycle, and the temperature was 23 °C. Flasks were shaken three times a day at regular intervals and cultured for 24 d (Mu et al., 2016).

### Salt stress treatments

Algal cells in the logarithmic growth phase were inoculated into Erlenmeyer flasks containing 300 mL BBM medium, and 0.0, 0.1, 0.2, 0.4, 0.6, or 0.8 M NaCl was added to supplement the medium to a final volume of 500 mL. The 0.0 NaCl treatment was the control, and there were three replicates of each treatment. Algal culture was performed as described above. Samples were obtained every 6 d after inoculation to measure physiological and biochemical indexes such as biomass, carbohydrate concentration, and total lipid concentration.

### Measurement of physiological and biochemical indexes

Culture solution (100 mL) was added to 10-mL centrifuge tubes at 4 °C, and the tubes were centrifuged at 8,000 rpm for 15 min. The supernatant was discarded, and two mL of deionized water was added. The cell sediments were washed three times by vortexing (5–10 s each time), then divided into two equal parts. One part was used for dry weight measurement, and the other was immediately frozen in liquid nitrogen and stored at −80 °C for further analysis.

Optical density at 680 nm (OD_680_) was determined using a UV-5800H UV–VIS spectrophotometer (Metash, Shanghai, China), and a growth curve was drawn (Gong et al., 2013). The centrifuged *Chlorella* sp. TLD6B sediment was dried at 80 °C for 24 h to measure the dry weight (Wan et al., 2015). The specific growth rate was calculated using the method of Wang et al. (2016).

(1) }{}\begin{eqnarray*}\mu = \frac{\lg \nolimits {\mathrm{N}}_{1}-\lg \nolimits {\mathrm{N}}_{0}}{{\mathrm{t}}_{1}-{\mathrm{t}}_{0}} \times 3.322\end{eqnarray*}

where µis the specific growth rate, mg L^−1^ d^−1^; N_0_ is the biomass from the previous sampling date, mg L^-1^; N_1_ is the current biomass, mg L^-1^; and t_0_ and t_1_ are the culture times, t_1_ −t_0_ = 6 d.

The phenol-sulfuric acid method was used to measure carbohydrate content (Dubois et al., 1956). The absorbance was measured at 490 nm on an iMark Microplate Reader (BIO-RAD, USA). Different concentrations of glucose were used to create a standard curve (*y* = 8.55x −0.07, where x is the standard concentration (µg mL ^−^^1^) and y is the absorbance value), from which the glucose concentration X_C_ of the sample could be calculated. X_C_ (µg mL^−^^1^) was defined as shown in equation Eq. (2), and carbohydrate content (CC, %) was defined as shown in Eq. (3).

(2) }{}\begin{eqnarray*}{\mathrm{X}}_{\mathrm{C}}& = \frac{ \left( \bigtriangleup \mathrm{A}+0.07 \right) }{8.55} \end{eqnarray*}

(3) }{}\begin{eqnarray*}\mathrm{CC}& = \frac{{\mathrm{X}}_{\mathrm{C}}\times \mathrm{V }\times 100\text{%}}{{\mathrm{V }}_{\mathrm{C}}\times \mathrm{W}} \end{eqnarray*}

where △A is the absorbance at 490 nm, V is the total volume of the sample (mL), V_C_ is the volume of the subsample used for measurement (µL), and W is the dry weight of the sample (g L^−^^1^).

The lipid content was measured by the colorimetric sulfo-phospho-vanillin method as described by Mishra et al. (2014) with some modifications (Li et al., 2012). The absorbance was measured at 528 nm, and the corresponding linoleic acid concentration (µg mL^−1^) was calculated from the standard curve (*y* = 0.0005x + 0.008). X_L_ (µg mL^−1^) was defined as shown in Eq. (4), and the lipid content (LC, %) was defined as shown in Eq. (5).

(4) }{}\begin{eqnarray*}{\mathrm{X}}_{\mathrm{L}}& = \frac{ \left( \bigtriangleup \mathrm{A}-0.008 \right) }{0.0005} \end{eqnarray*}

(5) }{}\begin{eqnarray*}\mathrm{LC}& = \frac{{\mathrm{X}}_{\mathrm{L}}\times \mathrm{V }\times 100\text{%}}{{\mathrm{V }}_{\mathrm{L}}\times \mathrm{W}} \end{eqnarray*}

where △A is the absorbance at 528 nm, V is the total volume of the extract (mL), V_L_ is the volume of the subsample used for measurement (*μ*L), and W is the dry weight of the sample (g L^−^^1^).

### RNA extraction and sequencing

Based on the results of physiological measurements under salt stress, we selected *Chlorella* sp. TLD6B cells grown under low salt stress (0.1 M NaCl addition) and high salt stress (0.8 M NaCl addition) for 18 d for use in transcriptome sequencing and analysis. Samples collected from the control group, the 0.1 M NaCl treatment group, and the 0.8 M NaCl treatment group were labeled CK18, Nacl1, and Nacl2, respectively. Each treatment was replicated two times. Samples were centrifuged at 8000 rpm for 8 min at 4 °C. After removal of the supernatants, *Chlorella* sp. TLD6B cells were washed with distilled water three times and stored at −80 °C for RNA extraction.

Total RNA was isolated from all samples using the TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. Total RNA was sent to Beijing Novogene Technology Co., Ltd. for RNA quality assessment, library construction, and sequencing (150-bp paired-end reads) on the Illumina NovaSeq 6000 platform. Raw sequence reads have been deposited into the NCBI GEO under accession number GSE162916.

### Transcriptome analysis

The total raw reads were processed using FASTQC software with default parameters. High-quality clean reads were obtained by removing reads that contained adapters, reads that contained more than 10% unknown nucleotides (N), and low-quality reads that contained more than 50% low-quality bases (Q_phred_ ≤ 20). At the same time, the GC content, Q20, Q30, and sequence repetition level of the clean reads were calculated. Transcriptome de novo assembly was performed using Trinity v2.4.0 software (Grabherr et al., 2011) with the parameter Kmer = 25. Corset v1.05 (Davidson & Oshlack, 2014) was used with default parameters to cluster the transcript sequences in order to remove redundant sequences and obtain unigene sequence sets for subsequent analysis. The longest transcript of each subcomponent was used as the unigene for functional annotation. All assembled unigenes were finally annotated by comparing their sequences against the NR (NCBI non-redundant protein sequences, *e*-value = 10^−5^), NT (NCBI nucleotide sequences, *e*-value = 10^−5^), SwissProt (*e*-value = 10^−5^), GO (Gene Ontology, *e*-value = 10^−6^), KEGG (Kyoto Encyclopedia of Genes and Genomes, *e*-value = 10^−10^), PFAM (protein family, *e*-value =0.01), and KOG/COG (euKaryotic Ortholog Groups/ Clusters of Orthologous Groups of Proteins, *e*-value = 10^−3^) databases. For NR, SwissProt, and KOG/COG annotations, Diamond v0.8.22 software was used. For NT annotation, Blastn (NCBI blast 2.2.28+) was used. PFAM protein family alignments were performed using the HMMER 3.0 package. GO annotations were obtained based on the annotation results from NR and PFAM using Blast2GO v2.5 software (Götz et al., 2008). The KEGG Automatic Annotation Server of KAAS was used for KEGG pathway analysis. The clean reads were aligned to the Trinity transcripts using Bowtie 2 with default parameters (Langmead & Salzberg, 2012). Following alignment, raw read counts for each transcript were derived using RSEM v1.2.15 (Li & Dewey, 2011) with default parameters and then normalized to FPKM (Fragments Per Kilobase of transcript per Million mapped reads) (Trapnell et al., 2010). The read counts were used as input for the DESeq R package (1.10.1) (Anders & Huber, 2010) to identify differentially expressed genes (DEGs) using the thresholds adjusted *P* value (padj) <0.05 and —log_2_ FoldChange— ≥ 1. DEGs were mapped to terms in the GO and KEGG databases for functional and pathway analysis. The GOseq R package (Young et al., 2010) was used for GO enrichment analysis, and GO terms with corrected *P* value <0.05 were defined as significantly enriched in the DEG set. Significantly enriched KEGG pathways were identified in the DEGs using KOBAS v2.0.12 with a corrected *P* value <0.05 (Mao et al., 2005). The GO and KEGG enrichment maps were generated using the Beijing Novogene Technology Co., Ltd. server. The two figures were merged using Adobe Photoshop CS5 (Adobe Inc.; San Jose, CA, USA).

### Verification of RNA-seq gene expression by quantitative real-time PCR

Samples of total RNA (3 µg) were taken from the same total RNA used for RNA sequencing and used for the synthesis of first-strand cDNA with the M-MLV reverse transcription kit (Takara, Japan) according to the manufacturer’s instructions. The cDNA obtained by reverse transcription was diluted 10-fold for use. Primer 5 software was used to design gene-specific real-time quantitative PCR (qRT–PCR) primers. qRT–PCR was performed using the Roche Light Cycler 480 system (Roche, Rotkreuz, Switzerland) and the SYBR Premix ExTaq kit (Takara, Japan) with a 10-µL PCR reaction system. The thermal cycle procedure was as follows: pre-incubation at 95 ° C for 5 min, followed by 40 cycles of 95 ° C for 15 s, 60 ° C for 15 s, and 72 ° C for 20 s. The 2^−ΔΔCt^ method was used to calculate relative gene expression using the *GAPDH* gene as a reference (Livak & Schmittgen, 2001). Pearson correlations between RNA-seq and qRT–PCR expression fold changes were calculated using SPSS 20.0. Treatment differences were assessed by analysis of variance using SPSS 20.0 (IBM Inc., Chicago, USA).

### Data analysis

All physiological data are presented as the mean ± standard deviation of three replicates. SPSS 20.0 was used to perform one-way analysis of variance (ANOVA) and correlation analysis, and Tukey’s test was used to identify differences among individual treatments (*P* < 0.05). Correlations between biomass and physiological indexes after different durations of salt stress were obtained using the bivariate module in the correlate analysis tool of SPSS 20.0. Graphs were constructed using SigmaPlot 12.5 software.

## Results

### Effects of different salt stress levels on the physiological characteristics of *Chlorella* sp. TLD6B

Biomass increased under low salt stress and decreased under high salt stress, and *Chlorella* sp. TLD6B entered the logarithmic growth phase on the sixth day of culture. The OD_680_ measurement increased rapidly before day 18, but slowed by day 24, entering a stable phase. The OD_680_ measurement gradually decreased as the concentration of NaCl added to the medium increased from 0.1 M to 0.8 M (Fig. 1A and Table S2). The algae were able to tolerate high levels of salt (0.6 M and 0.8 M NaCl addition), but their biomass was very low (Fig. 1B and Table S2). Biomass was higher in the 0.1 M and 0.2 M NaCl addition treatments than in the control, but the OD_680_ measurement decreased with increasing NaCl concentrations in the remaining treatments and also decreased with time. In general, compared with the control, the 0.1 M and 0.2 M NaCl addition treatments significantly inhibited the OD_680_ but increased biomass. Biomass increased markedly after 12 days of NaCl stress in the 0.2 M NaCl addition treatment, whereas addition of 0.4–0.8 M NaCl significantly inhibited both OD_680_ and biomass.

**Figure 1:**
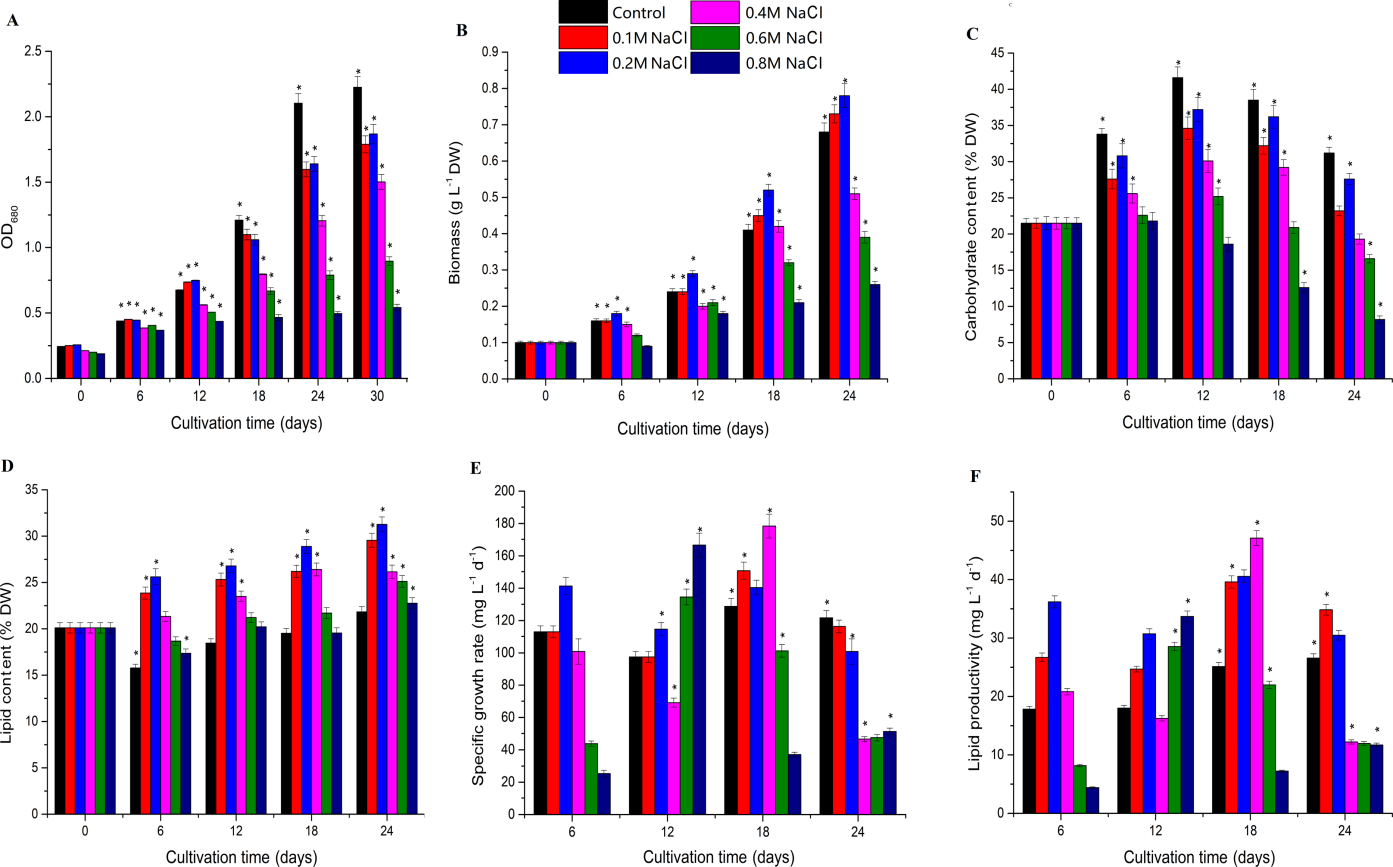
Effects of different levels of salt stress on the growth, biomass, carbohydrate content, lipid content, specific growth rate, and lipid productivity of *Chlorella* sp. TLD6B. (A) Growth curves of *Chlorella* sp. TLD6B under different levels of salt stress. (B) Biomass of *Chlorella* sp. TLD6B under different levels of salt stress. (C) Carbohydrate content of *Chlorella* sp. TLD6B under different levels of salt stress. (D) Lipid content of *Chlorella* sp. TLD6B under different levels of salt stress. (E) Specific growth rate of *Chlorella* sp. TLD6B under different levels of salt stress. (F) Lipid productivity of *Chlorella* sp. TLD6B under different levels of salt stress. DW, dry weight. Bars represent SD.

Carbohydrate content decreased as NaCl concentration increased: with the exception of the 0.2 M NaCl addition treatment, the higher the NaCl concentration in the culture solution, the lower the algal carbohydrate content (Fig. 1C and Table S2). However, lipid content and biomass were improved by the addition of up to 0.2 M NaCl. Lipid content as a function of NaCl concentration was directly proportional to algal biomass, and *Chlorella* sp. TLD6B exhibited the highest lipid contents of 29.95% and 31.27% after the addition of 0.1 M and 0.2 M NaCl, respectively (Figs. 1B and 1D and Table S2). When NaCl concentrations greater than 0.2 M were added, lipid content decreased significantly as salinity increased (Fig. 1D and Table S2).

Carbohydrate content gradually increased early in cultivation (days 1–12) but decreased rapidly as total lipid content increased after day 12. At day 24, carbohydrate contents were 0.74-, 0.88-, 0.62-, 0.53-, and 0.38-fold that of the control in the 0.1, 0.2, 0.4, 0.6, and 0.8 M NaCl addition treatments, respectively (Fig. 1C and Table S2). By contrast, the lipid contents of the same treatments were 1.37-, 1.43-, 1.20-, 1.15-, and 1.13-fold that of the control (Fig. 1D and Table S2). At the same time, the stability of the specific growth rate of cells under low salt stress (0.1 and 0.2 M NaCl addition) was higher than that under medium and high salt stress (0.4–0.8 M NaCl addition), resulting in low lipid productivity under high salt stress (Figs. 1E and 1F and Table S2). This is consistent with the change in lipid content.

The biomass of *Chlorella* sp. TLD6B was significantly correlated with its physiological parameters on day 18 of salt stress. Cell density (OD_680_) and carbohydrate content were significantly correlated with biomass on day 18, but the correlation between biomass and total lipid content was highest (*r* =0.79) (Table 1). Therefore, *Chlorella* cells under low salt stress (0.1 M NaCl addition) and high salt stress (0.8 M NaCl addition) on day 18 were selected for transcriptome sequencing to further study the mechanisms of lipid accumulation under salt stress.

### RNA-sequencing, de novo transcriptome assembly, and functional annotation

RNA-seq was performed on the mRNA extracted from the two NaCl treatments and the control, generating 963,078,184 raw reads. 

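*Chlorella* sp. TLD6B was sequenced in 12 libraries, 2 for each of 6 groups. The salt experiment has 6 of these libraries, from the control on day 18 (CK18) and from the cultures with 0.1 M NaCl (Nacl1) or 0.8 M NaCl (Nacl2) on the same day. The other libraries are from the control on day 0 (CK0) and from day-18 cultures with PEG-6000, which imposes drought, at 0.05 g/mL (PEG1) or 0.1 g/mL (PEG2). Over the 6 libraries of CK18, Nacl1 and Nacl2, the raw reads sum to 488314770, and over all 12 libraries to 963078184. The authors aligned the clean reads of each library to the assembled transcripts with Bowtie 2, counted them with RSEM, and deposited FPKM, the fragments of a unigene relative to its length and to the mapped fragments of the library, with 2 decimals and without further scaling between libraries. For the comparisons given here, the FPKM of each library were divided by their median ratio to the geometric mean over the libraries, a factor of 0.848 to 1.26 in the salt experiment. Unigenes with an FPKM of at least 0.3 in at least 2 libraries were tested with limma on log2 values after adding 0.1, with the 3 groups in 1 fit. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Each unigene has 3 residual degrees of freedom, so limma pooled information on the spread over unigenes. On this log2 scale the 2 libraries of a group correlated at 0.848 to 0.898 in the 6 groups, and libraries of CK18 with libraries of Nacl2 at 0.688 to 0.692.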

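Clean reads ranged from 62916688 in CK18 replicate 1 to 88432994 in Nacl1 replicate 2. In the salt experiment they were 81632594 in CK18 replicate 2, 81316666 in Nacl1 replicate 1, 80318438 in Nacl2 replicate 1 and 85227914 in Nacl2 replicate 2, and 479845294 over its 6 libraries. FPKM above 0 were listed for 72356 and 78382 unigenes in the CK18 libraries, for 90041 and 89193 in the Nacl1 libraries and for 87391 and 85529 in the Nacl2 libraries.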

A total of 947,225,244 clean reads were obtained after filtering on base quality score and read length. The GC percentage of the clean reads was nearly 66.0%, and the Q20 was greater than 96% (Table S3). 

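The GC percentage was 64.73 in CK0 replicate 1 and between 65.59 and 65.98 in the other 11 libraries of Table S3. The Q20 was between 96.88% and 98.3%. The Q30 fell into separate ranges, from 91.69% to 92.63% in CK0 replicate 1, both Nacl1 libraries, Nacl2 replicate 2 and PEG1 replicate 1, and from 94.94% to 95.34% in the other 7. Both CK18 libraries were in the higher range and both Nacl1 libraries in the lower, so Nacl1 and CK18 cannot be compared within a range.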

Trinity was used to create a de novo transcriptome assembly from the high-quality clean reads, producing 219,577 transcripts with an average length of 1,394 bp. 

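In the annotation table the shortest unigene is 201 bp long, and the median length is 1297 bp. The N50 is 2837 bp and the N90 870 bp.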

155,503 non-redundant unigenes were assembled; their length ranged from 200 to 23,825 bp with an average length of 1,842 bp (Tables S4 and S5).

All assembled unigenes were functionally annotated by searching against multiple public databases. Of the 155,503 unigenes, 111,238, 60,439, 84,173, 105,026, 109,098, and 51,484 were successfully annotated in the NR, NT, SwissProt, PFAM, GO, and KOG databases, respectively. 

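Many unigenes share their best NR protein. An NR hit is named for 111237 unigenes, and these name 29487 different proteins. Of the unigenes, 96092 share their hit with at least 1 other. *Chlorella variabilis* proteins are the best hit of 64547 unigenes, with 7371 different proteins and a mean of 8.76 unigenes per protein. The value of a single unigene is therefore in many cases the value of 1 of several sequences assembled for the same protein.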

Unigenes were also functionally annotated by searching against the KEGG database. 

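The 23880 unigenes without an annotation in any of the databases are 15.4% of the total and have a median length of 528 bp, against 1523 bp for the annotated ones. The unigenes with a KEGG annotation carry 3282 different KEGG orthology (KO) identifiers.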

A total of 47,032 (30.24%) unigenes had an annotated function in the KEGG database, and 131,623 (84.64%) unigenes were successfully annotated in at least one database (Table 2).

### DEGs in response to salt stress

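Of all unigenes, 72365 passed the filter on FPKM in the 6 libraries of CK18, Nacl1 and Nacl2. Of these, 27277 were DEGs in at least 1 of the comparisons of Nacl1 and Nacl2 with CK18. At an unadjusted p under 0.05, the limma fit counted 18540 unigenes in Nacl1 vs. CK18 and 33891 in Nacl2 vs. CK18.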

There were a total of 16,402 DEGs across the low salinity (0.1 M NaCl addition, Nacl1) and high salinity (0.8 M NaCl addition, Nacl2) treatments, based on thresholds of *P* < 0.05 and —log_2_FC— ≥ 1 (Fig. 2A and Table S6). Of these, 1,326 were up-regulated and 2,304 were down-regulated under low salinity, and 9,776 were up-regulated and 5,798 were down-regulated under high salinity. 

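In Nacl1 vs. CK18, 3229 unigenes were up-regulated and 3299 down-regulated, so that 49.5% of the DEGs were up-regulated. The smallest adjusted p in this comparison was 0.00524 from limma. In Nacl2 vs. CK18, 16241 were up-regulated and 9322 down-regulated, which is 35.3% of the unigenes tested, with 63.5% of the DEGs up-regulated. The median log2 fold change of all tested unigenes was 0.17 in Nacl1 and 0.19 in Nacl2. With FPKM as deposited, without scaling, these medians were 0.57 and 0.37, and 6357 unigenes were up-regulated and 2368 down-regulated under low salinity. The low salinity counts moved most when a library was left out. Without Nacl1 replicate 1 limma called 0 DEGs under low salinity, with 14412 unigenes at an unadjusted p under 0.05, and without Nacl1 replicate 2 it called 0, with 13784 at that limit. Without CK18 replicate 1, 604 unigenes were called under low salinity, without CK18 replicate 2 1271, without Nacl2 replicate 1 1225 and without Nacl2 replicate 2 834. Under high salinity the calls numbered 10376 without Nacl2 replicate 1 and 9536 without Nacl2 replicate 2, and between 17465 and 24595 without 1 of the other libraries. A group left with 1 library is assumed in the fit to vary like the other groups. Among DEGs with a SwissProt description, a mean FPKM of at least 10 in the higher group and both libraries of one group above both of the other, the largest fitted increases under high salinity were in Cluster-31803.17420 and Cluster-31803.17427, both with melanotransferrin as the description, at log2 fold changes of 12.15 (standard error 0.49) and 10.91 (standard error 0.61), and in Cluster-31803.40720, a peroxiredoxin listed at 0 in both CK18 libraries and at 161.26 and 127.96 FPKM in the Nacl2 libraries. The largest decreases were in Cluster-31803.87358 (hydroxylamine reductase), Cluster-31803.86023 (N-alpha-acetyltransferase) and Cluster-31803.60098 (purple acid phosphatase), all listed at 0 in both Nacl2 libraries and at 241.48 to 853.91 FPKM in the CK18 libraries. Under low salinity the largest increases were in Cluster-31803.53745 (pescadillo homolog), Cluster-31803.38042 (GMP synthase) and Cluster-31803.64601 (cytochrome b561). The pescadillo homolog was listed at 0 in both CK18 libraries and at 55.62 and 26.03 FPKM in the Nacl1 libraries. The GMP synthase was likewise listed at 0 in CK18 and had 30.00 and 42.18 FPKM in Nacl1. For Cluster-31803.64601 the log2 fold change was 8.01 (standard error 1.09, adjusted p = 0.0203), but -0.36 when unigenes with the same NR hit were summed. The largest decreases under low salinity were in Cluster-31803.87358 again, Cluster-31803.41282 (serine acetyltransferase) and Cluster-31803.58815 (glutamate-cysteine ligase), at log2 fold changes of -10.90 (standard error 1.21), -10.71 (standard error 0.49) and -10.07 (standard error 0.77).

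**Figure D1:**
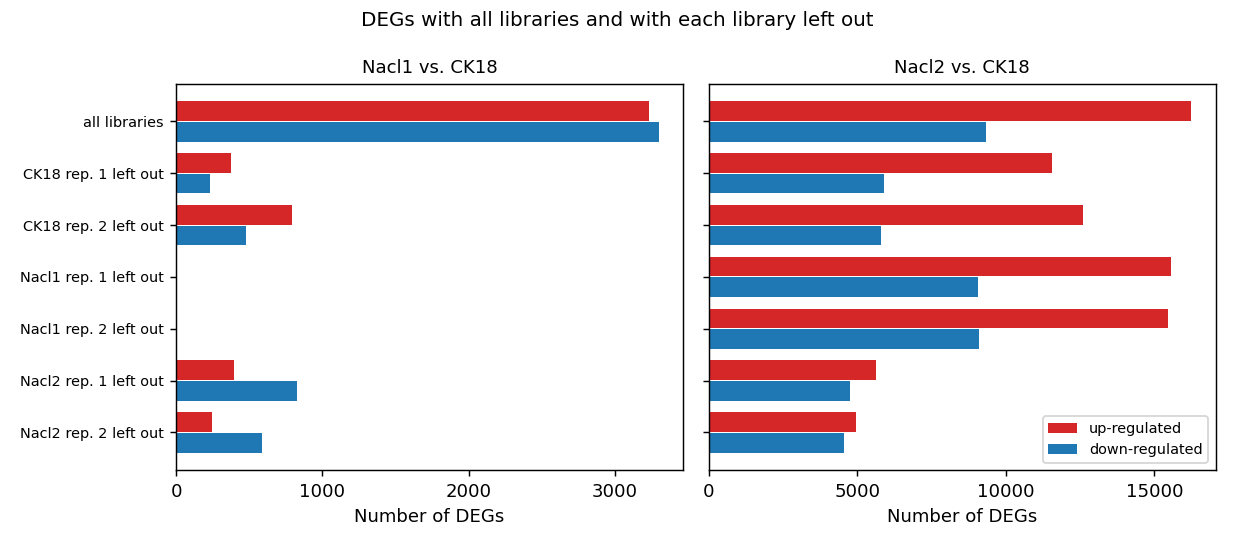
Numbers of DEGs in Nacl1 vs. CK18 and Nacl2 vs. CK18 with all 6 libraries of the salt experiment and with each of them left out. Red bars are up-regulated and blue bars down-regulated unigenes. No bar is drawn in Nacl1 vs. CK18 without either Nacl1 library, where the counts are 0.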

Eight hundred twenty-eight unigenes were differentially expressed only under low salinity, 12,772 were differentially expressed only under high salinity, and 2,802 were differentially expressed under both conditions (Fig. 2B and Table S6). 

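By the same thresholds, 1714 unigenes were DEGs only under low salinity, 20749 only under high salinity and 4814 under both. Of the common DEGs, 2079 were up-regulated in both comparisons, 2665 were down-regulated in both, and 70 changed in opposite directions. The sizes of both lists give an expected overlap of 2306 unigenes if they were independent, and 73.7% of the low salinity DEGs were also high salinity DEGs. Both comparisons use the same CK18 libraries, which alone makes their fold changes alike. In 20 simulations with unchanged groups against shared controls, at most 1 unigene was called under low and 0 under high salinity, and no call was shared. Lists of the observed sizes, taken from the smallest p-values of each simulation, overlapped by a mean of 4196 unigenes and at most 4241, with 93.2% in the same direction. The log2 fold changes of both comparisons correlated at 0.587 over the tested unigenes and at a mean of 0.499 in the simulations. The overlap was 0 without either Nacl1 library, because no low salinity DEGs remained, and between 548 and 1097 without 1 of the other 4.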

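Whether a unigene changed more in one treatment than in the other was tested directly with the contrast of Nacl2 and Nacl1. Among the unigenes that were DEGs under low salinity only, the contrast called 1210. Among those that were DEGs under high salinity only, it called 11628. The share of all DEGs in only 1 of the treatments was 82.4%. Over all unigenes tested, 10574 were higher and 5748 lower in Nacl2 than in Nacl1. The balance reversed without a Nacl2 library, to 422 higher and 848 lower without replicate 1 and 271 and 749 without replicate 2. Without Nacl1 replicate 1 the contrast called 5081 unigenes, and without Nacl1 replicate 2 3062.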

Of the 16,402 total DEGs, 82.9% were differentially expressed under only the low or the high salinity treatment.

**Table 1:** Correlation coefficients between biomass and physiological parameters under salt stress of different durations.

**Biomass under different stress durations**		**OD**_680_	**Carbohydrate concentration**	**Total lipid concentration**	**Adding NaCl concentration**
B_6	Pearson correlation	0.822^*^	0.829^*^	0.607	−0.894
	Significance (bilateral)	0.045	0.041	0.201	0.016
B_12	Pearson correlation	0.900^*^	0.787	0.578	−0.736
	Significance (bilateral)	0.014	0.063	0.229	0.096
B_18	Pearson correlation	0.833^*^	0.905^*^	0.79	−0.827
	Significance (bilateral)	0.040	0.013	0.061	0.042
B_24	Pearson correlation	0.904^*^	0.909^*^	0.62	−0.935
	Significance (bilateral)	0.013	0.012	0.189	0.006

**Notes.**

* *P* < 0.05. B_6 indicates the biomass on day 6, and so forth.

**Table 2:** Gene functional annotation.

	Number of unigenes	Percentage (%)
Annotated in NR	111,238	71.53
Annotated in NT	60,439	38.86
Annotated in KEGG	47,032	30.24
Annotated in SwissProt	84,173	54.12
Annotated in PFAM	105,026	67.53
Annotated in GO	109,098	70.15
Annotated in KOG	51,484	33.1
Annotated in all databases	23,373	15.03
Annotated in at least one database	131,623	84.64
Total unigenes	155,503	100

**Figure 2:**
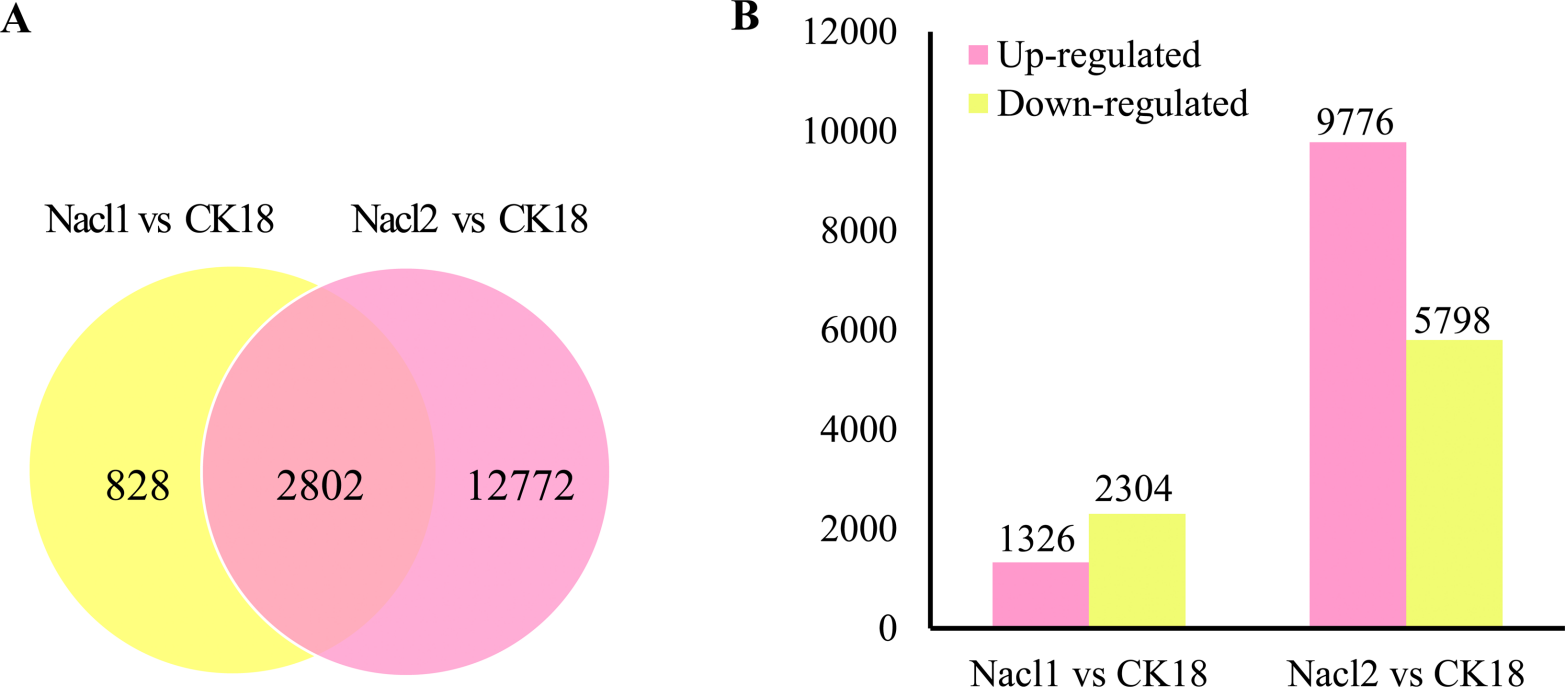
DEGs in the Nacl1 (0.1 M NaCl addition) and Nacl2 (0.8 M NaCl addition) treatments. (A) A Venn diagram of DEGs in the Nacl1 and Nacl2 treatments. (B) Numbers of up- and downregulated genes in the Nacl1 and Nacl2 treatments.

### qRT–PCR verification of RNA-seq data

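Of the 9 unigenes with qRT-PCR data, 8 encode BCCP (Cluster-31803.78413), KAS II (Cluster-31803.17167), TPI (Cluster-31803.69560), PK (Cluster-31803.75598), PEPC (Cluster-31803.102126), PDC/PDH (Cluster-31803.80535), 6PGDH (Cluster-31803.51132) and GAPD (Cluster-31803.26513). In Nacl2 vs. CK18 all 9 passed both thresholds. In Nacl1 vs. CK18 all but 6PGDH did. For 6PGDH the log2 fold change under low salinity was -4.93 with a standard error of 1.15 and an adjusted p of 0.0634 from limma, and its FPKM were 4.10 and 7.63 in CK18 against 0.46 and 0.00 in Nacl1. When either Nacl1 library was left out, none of them passed under low salinity.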

Nine DEGs in Nacl1 vs. CK18 (the 0.1 M NaCl treatment compared to the control on day 18) and Nacl2 vs. CK18 (the 0.8 M NaCl treatment compared to the control on day 18) were selected for qRT–PCR verification. These unigenes were mainly involved in fatty acid synthesis, TAG synthesis, the glycolysis/gluconeogenesis pathway, the pentose phosphate pathway, and energy metabolism of the mitochondrial respiratory chain. Seven were up-regulated and two were down-regulated. 

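The largest increase under low salinity among the 9 was in BCCP, at a log2 fold change of 4.67 (standard error 0.46, adjusted p = 0.0134), and under high salinity in TPI, at 5.00 (standard error 0.22, adjusted p = 0.000887). Under low salinity, KAS II, PK, PEPC, PDC/PDH and TPI rose by 1.90 (PDC/PDH) to 3.47 (KAS II). PDC/PDH also had the smallest increase under high salinity, at 1.28. GAPD, a unigene of 300 bp, had the highest FPKM, at 17852.6 and 17179 in CK18, and fell by 1.26 (standard error 0.12) under low and 2.46 under high salinity on the log2 scale. The log2 fold change of 6PGDH under high salinity was -4.86 (standard error 1.15, adjusted p = 0.0269). The 6PGDH call under high salinity was lost in 3 of the 6 fits with a library left out. When unigenes with the same NR hit are summed, the sum that holds 6PGDH rose under high salinity, by 1.69, and the sum that holds BCCP changed by -0.46 under low and -0.26 under high salinity.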

The qRT–PCR primers listed in Table S7 were used to verify the RNA-seq data (Table S7), and the results are shown in Fig. 3A and Table S7. The expression patterns of nine unigenes were similar in the qRT–PCR and RNA-seq data, although there was some deviation in fold change values between the two methods. 

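Table S7 lists 3 Ct values per group for each target and for the reference gene. Relative to the reference gene, the qRT-PCR log2 ratio to CK18 had the sign of the RNA-seq log2 fold change in all 18 pairs of gene and treatment. For BCCP the ratio was 5.62 under low and 5.56 under high salinity, and for GAPD -7.52 and -3.92. The mean reference Ct was 17.6 (SD 0.125, n = 3 reactions) in CK18, 22.1 (SD 0.105) in Nacl1 and 22.5 (SD 0.137) in Nacl2, and the same 3 reference values are listed beside all 9 targets. The reference therefore moves all targets of a treatment by the same amount, and without this shift the signs were the same in 10 of the 18 pairs. Sign counts thus depend on the reference and cannot tell how close both methods are. Pearson's r with the RNA-seq log2 fold changes was 0.885 both with and without the reference gene. The shift was nearly equal in both treatments, so r could hardly change, and its equal value does not test the reference.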

The qRT–PCR results were highly correlated with the RNA-seq results (*r* =0.890, *r*^2^ =0.791), indicating that the RNA-seq data were generally accurate and reliable (Fig. 3B).

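Over the 9 genes and both comparisons, the RNA-seq log2 fold changes and the qRT-PCR log2 ratios correlated at Pearson's r = 0.885 (p = 0.00409, permutation test, two-sided) and Spearman's rho = 0.725 (p = 0.0112, permutation test, two-sided). The permutation moved both values of a gene together, since the 18 points come from 9 genes, and genes are not independent replicates. Without 6PGDH and GAPD, the only unigenes that fell by both methods, r was 0.372 (p = 0.301, permutation test). Leaving these out narrows the range of the values, which lowers r by itself. With each library left out in turn r stayed between 0.875 and 0.889. With unigenes summed by NR hit it was 0.496 (p = 0.127, permutation test). The paper concludes from the correlation of both methods that the RNA-seq data were generally accurate and reliable.

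**Figure D2:**
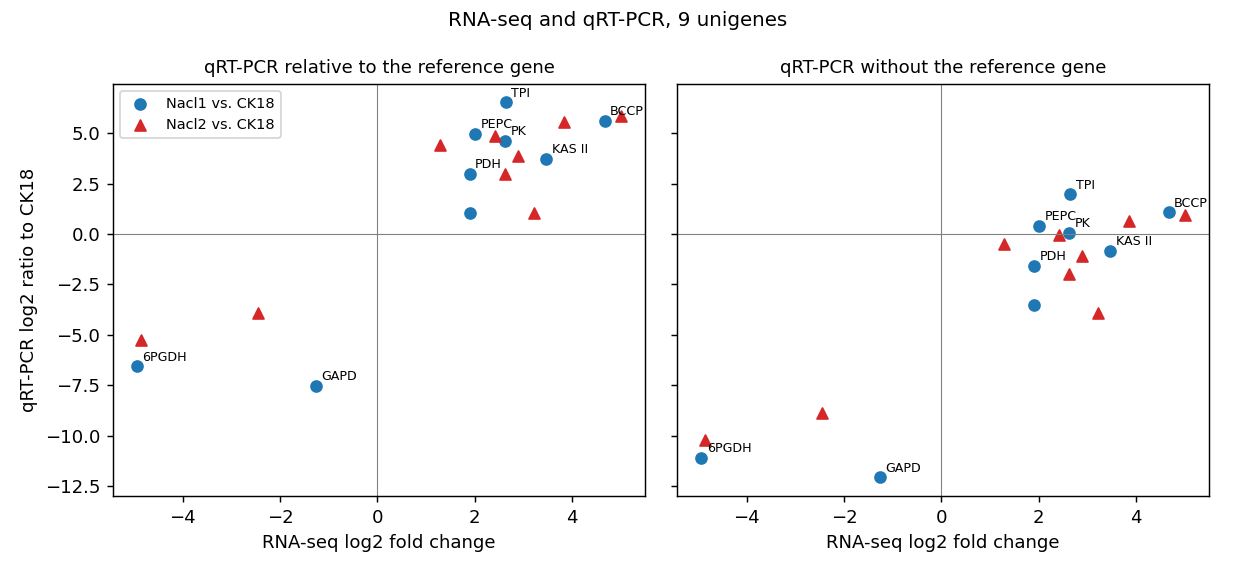
RNA-seq log2 fold change against qRT-PCR log2 ratio to CK18 for 9 unigenes, in Nacl1 (circles, with names for 8 genes) and Nacl2 (triangles), relative to the reference gene on the left and from the target Ct values alone on the right. On the left all 18 points have the same sign on both axes. On the right the points of a treatment are those of the left, all moved down by the same amount, and 10 of the 18 have the same sign on both axes. 6PGDH and GAPD lie apart from the other unigenes on both sides.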

**Figure 3:**
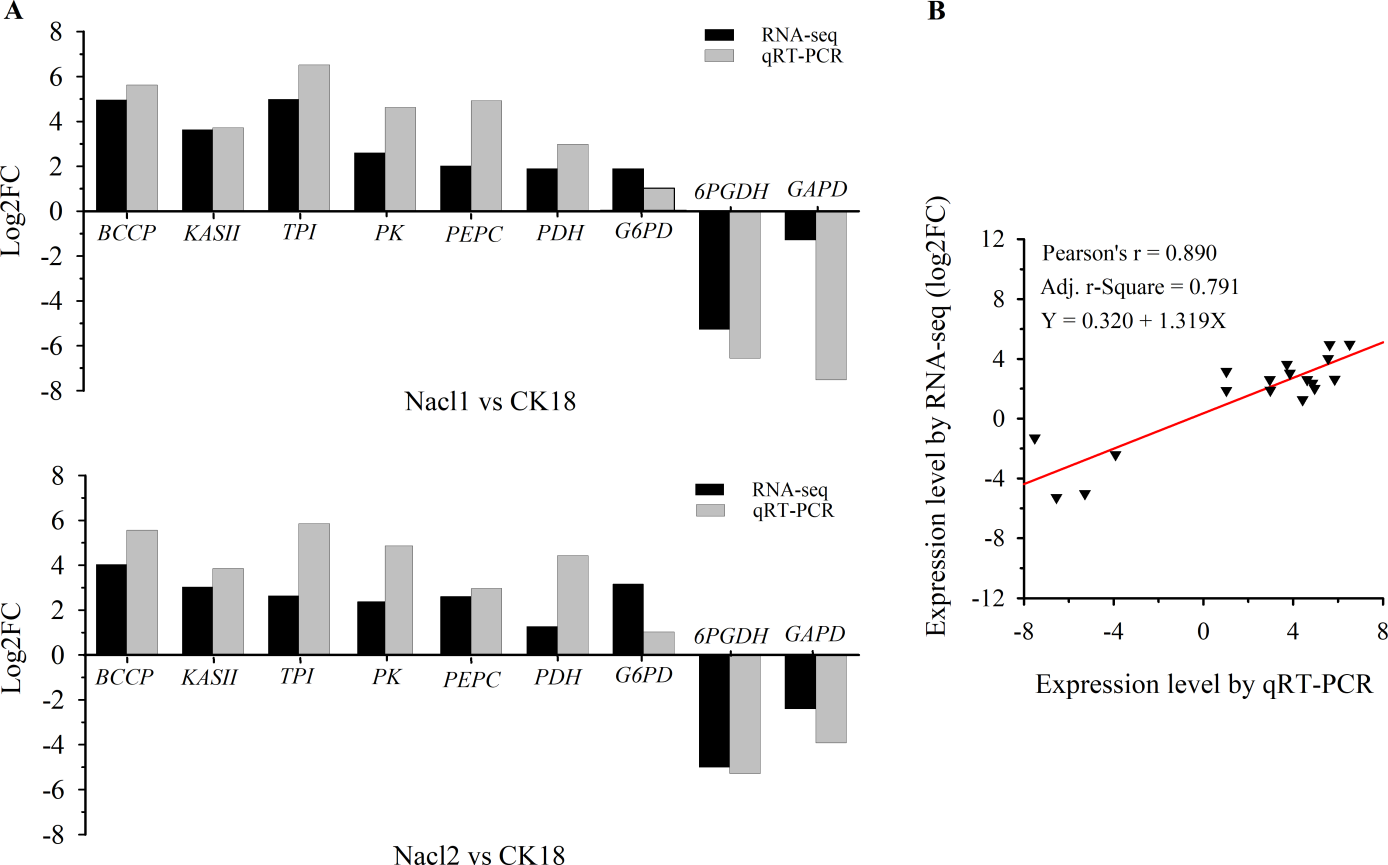
qRT–PCR verification of RNA sequencing results. (A) Comparison of log_2_(fold change) values detected by RNA-seq and qRT–PCR. (B) Correlation between RNA-seq and qRT–PCR values. Log_2_FC, log_2_ (fold-change) in gene expression between two groups. BCCP, biotin carboxyl carrier protein of acetyl-CoA carboxylase; KAS II, 3-oxoacyl-[acyl-carrier-protein] synthase II; TPI, triose-phosphate isomerase; PK, pyruvate kinase; PEPC, phosphoenolpyruvate carboxylase; PDC/PDH, pyruvate dehydrogenase; G6PD, glucose-6-phosphate dehydrogenase; 6PGDH, 6-phosphogluconate dehydrogenase; GAPD, glyceraldehyde 3-phosphate dehydrogenase.

### GO and KEGG pathway enrichment analysis of the DEGs

To further explore their functions, the DEGs from the two salt treatments were annotated with GO terms and KEGG pathways for functional and pathway enrichment analyses (Table S6). Among the top 30 most highly enriched GO terms in the 828 specific DEGs from the low salinity treatment, one molecular function (MF) GO term was significantly enriched (corrected *P* value <0.05): transferase activity, transferring one-carbon groups (GO:0016741). 

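Enrichment was tested with Fisher's exact test, one-sided, among the 49367 tested unigenes with at least 1 GO term. Only the terms written in the annotation were used, without adding their parent terms. Of the 12 GO terms the results name, 7 have at least 5 tested unigenes and were tested, and 3 had an adjusted p under 0.05 in the class of DEGs they are named for. Transferase activity, transferring one-carbon groups, is written for 1 tested unigene, which was not among the 1102 DEGs of low salinity only with a GO term, and no test was made.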

Among the top 30 most highly enriched GO terms in the 2,802 common DEGs, 10 biological process (BP) terms and 20 MF terms were significantly enriched (corrected *P* value <0.05). 

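G protein-coupled receptor signaling pathway was written for 414 tested unigenes, of which 59 were common DEGs, against 26.9 expected (adjusted p = 9.60e-08, Fisher's exact test). Of the 59, 51 were down-regulated and 8 up-regulated in both comparisons. Unigenes of the same protein are not independent in this test. With unigenes summed by NR hit, 30 sums were common DEGs against 20.6 expected (adjusted p = 0.0368, Fisher's exact test). In each comparison, 19 of these sums were down-regulated and 11 up-regulated. Defense response to other organism was written for 28, of which 7 were common DEGs, against 1.82 expected (adjusted p = 0.00602, Fisher's exact test). Response to external biotic stimulus is written for no tested unigene. Without CK18 replicate 1 or without CK18 replicate 2, 0 of the named terms passed an adjusted p of 0.05, and without either Nacl2 library 1 did. Without either Nacl1 library there were no common DEGs, so terms of this class could not pass.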

In the BP category, the three most significantly enriched GO terms were G protein-coupled receptor signaling pathway (GO:0007186), defense response to other organism (GO:0098542), and response to external biotic stimulus (GO:0043207). The three most significantly enriched MF GO terms were peptidase activity (GO:0008233), peptidase activity, acting on L-amino acid peptides (GO:0070011), and endopeptidase activity (GO:0004175). 

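Peptidase activity was written for 314 tested unigenes, with 20 among the common DEGs and 20.4 expected (adjusted p = 0.800, Fisher's exact test). Endopeptidase activity was written for 59, with 3 among the common DEGs and 3.84 expected (adjusted p = 0.872, Fisher's exact test). Of 15 unigenes with the term for peptidase activity, acting on L-amino acid peptides, 0 were common DEGs, against 0.976 expected. Unigenes annotated only with more specific peptidase terms are not counted here.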

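Transcription initiation from RNA polymerase II promoter was written for 1108 tested unigenes. DEGs of high salinity only made up 352 of them, against 320.6 expected (adjusted p = 0.0461, Fisher's exact test), 281 up-regulated and 71 down-regulated. By the same exact test it also passed with a pseudocount of 1, no filter, all 12 libraries in 1 fit, sums by NR hit, a background of all tested unigenes (adjusted p = 0.0289) and the Q30 covariate (adjusted p = 0.0253), which was chosen after the data had been seen. It did not pass with a pseudocount of 0.01 (adjusted p = 0.168), a mean FPKM of at least 1 (adjusted p = 0.245), FPKM as deposited (adjusted p = 0.0653), quantile normalization (adjusted p = 0.262), only the 2 groups compared (adjusted p = 0.0759), the replicate block (adjusted p = 0.193), voom (adjusted p = 0.134), an adjusted p under 0.01 for DEGs (adjusted p = 0.992), no limit on the fold change (adjusted p = 0.0674) or any 1 of the 6 libraries left out. Of the 1108 unigenes, 1010 also carry the term of the transcription factor TFIIA complex, and 6 of those have an NR, SwissProt or KO description that names transcription factor IIA.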

The most strongly and significantly enriched BP GO term in the 12,772 specific DEGs from the high salinity treatment was transcription initiation from RNA polymerase II promoter (GO:0006367). 

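The term transcription factor TFIIA complex was written for 1010 tested unigenes, of which 314 were DEGs of high salinity only, against 292.2 expected (adjusted p = 0.120, Fisher's exact test). By the same exact test it passed with a pseudocount of 1 (adjusted p = 0.0129), without a filter (adjusted p = 0.00203), with all 12 libraries in 1 fit (adjusted p = 4.64e-05) and with unigenes summed by NR hit (adjusted p = 0.0210). RNA polymerase II transcription factor complex and nuclear transcription factor complex are parent terms that the annotation writes for no tested unigene.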

The three most significantly enriched cellular component (CC) GO terms were RNA polymerase II transcription factor complex (GO:0090575), nuclear transcription factor complex (GO:0044798), and transcription factor TFIIA complex (GO:0005672). The most significantly enriched MF GO term was secondary active transmembrane transporter activity (GO:0015291) (Fig. 4 and Table S8). 

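The pathway maps of KEGG were not used here. As read here, Table S9 lists 175 different unigenes in 84 pathways for DEGs of low salinity only. Of these, 168 were tested here, and 83 were DEGs of low salinity only by the thresholds above. Longer lists in Table S9 may be cut, since no pathway that the paper calls enriched held more than 21 unigenes as read.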

There were no significantly enriched KEGG pathways in the low salinity-specific DEGs. Among the top 20 KEGG pathways enriched in the common DEGs, seven were significantly enriched (corrected *P* value <0.05): plant hormone signal transduction (ko04075), arginine and proline metabolism (ko00330), glutathione metabolism (ko00480), betalain biosynthesis (ko00965), sulfur metabolism (ko00920), cysteine and methionine metabolism (ko00270), and nitrogen metabolism (ko00910). 

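As read here, Table S9 lists 419 different unigenes for the common DEGs, of which 412 were tested and 314 were common DEGs. As far as they were read, with at most 21 unigenes each, the lists of 5 of the 7 pathways were mostly lower under high salinity. The counts and medians below may leave out unigenes of a longer list. In plant hormone signal transduction, 17 of 20 tested unigenes were lower under high salinity, with a median log2 fold change of -3.70 under high and -2.40 under low salinity. All 6 unigenes of betalain biosynthesis, which carry 1 KO, were lower in both. Arginine and proline metabolism had 13 of 19 lower, cysteine and methionine metabolism 14 of 19 and sulfur metabolism 8 of 13. In glutathione metabolism 9 of 19 were higher and 10 lower. Nitrogen metabolism went the other way, with 10 of 11 unigenes higher and medians of 3.30 under high and 2.56 under low salinity. The unigenes in these lists were chosen by the study on the same libraries, so their changes are not independent evidence.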

The 12,772 high salinity-specific DEGs were significantly enriched in mismatch repair (ko03430), DNA replication (ko03030), nucleotide excision repair (ko03420), proteasome (ko03050), photosynthesis (ko00195), porphyrin and chlorophyll metabolism (ko00860), and galactose metabolism (ko00052) (Fig. 5 and Table S9). 

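For 5 of these pathways, sets of unigenes were made from the gene names in the KO annotation and tested with Fisher's exact test, one-sided, against the 22268 tested unigenes with a KO. All 5 were enriched among the DEGs of high salinity only. DNA replication had 94 of 203 unigenes in this class against 56.6 expected (adjusted p = 7.81e-08, Fisher's exact test), 86 of them up-regulated. Mismatch repair had 75 of 178 against 49.6 expected (adjusted p = 7.35e-05, Fisher's exact test), 65 up-regulated. The proteasome had 90 of 260 against 72.5, photosynthesis 40 of 102 against 28.4 and porphyrin and chlorophyll metabolism 61 of 168 against 46.9, each with an adjusted p of 0.0105 from the same exact test, and with 83, 36 and 53 up-regulated. With FPKM as deposited 3 of the 5 sets passed, and with all 12 libraries in 1 fit 2 did, DNA replication and mismatch repair under both. Unigenes of the same protein are not independent in this test. Summed by NR hit, DNA replication had 30 of 76 against 22.4 expected (adjusted p = 0.0498, Fisher's exact test). By the same exact test, the adjusted p of these sums was also 0.0498 for mismatch repair and for porphyrin and chlorophyll metabolism. It was 8.72e-05 for photosynthesis and 0.242 for the proteasome, which did not pass. Over all their tested unigenes, the median log2 fold changes under high salinity were 2.05 for DNA replication, 1.61 for mismatch repair, 1.57 for porphyrin and chlorophyll metabolism, 1.24 for photosynthesis and 1.21 for the proteasome. In limma's camera test, with its preset correlation, all 5 sets were higher under high salinity, which held with an estimated correlation (adjusted p = 0.0380 for each) and under fry. Under low salinity, camera called DNA replication and porphyrin and chlorophyll metabolism, no set was called with an estimated correlation, and fry called all but photosynthesis. For photosynthesis under low salinity, the median log2 fold change was -0.08 and the direction was down by camera and up by fry. Of the unigenes read from Table S9 for DEGs of high salinity only, 979 of 1212 tested here were in that class. Longer lists may be cut there as well.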

Consistent with the KEGG analysis, GO enrichment analysis showed that common DEGs under low and high salinity were involved primarily in stress response, defense response, and membrane structure.

**Figure 4:**
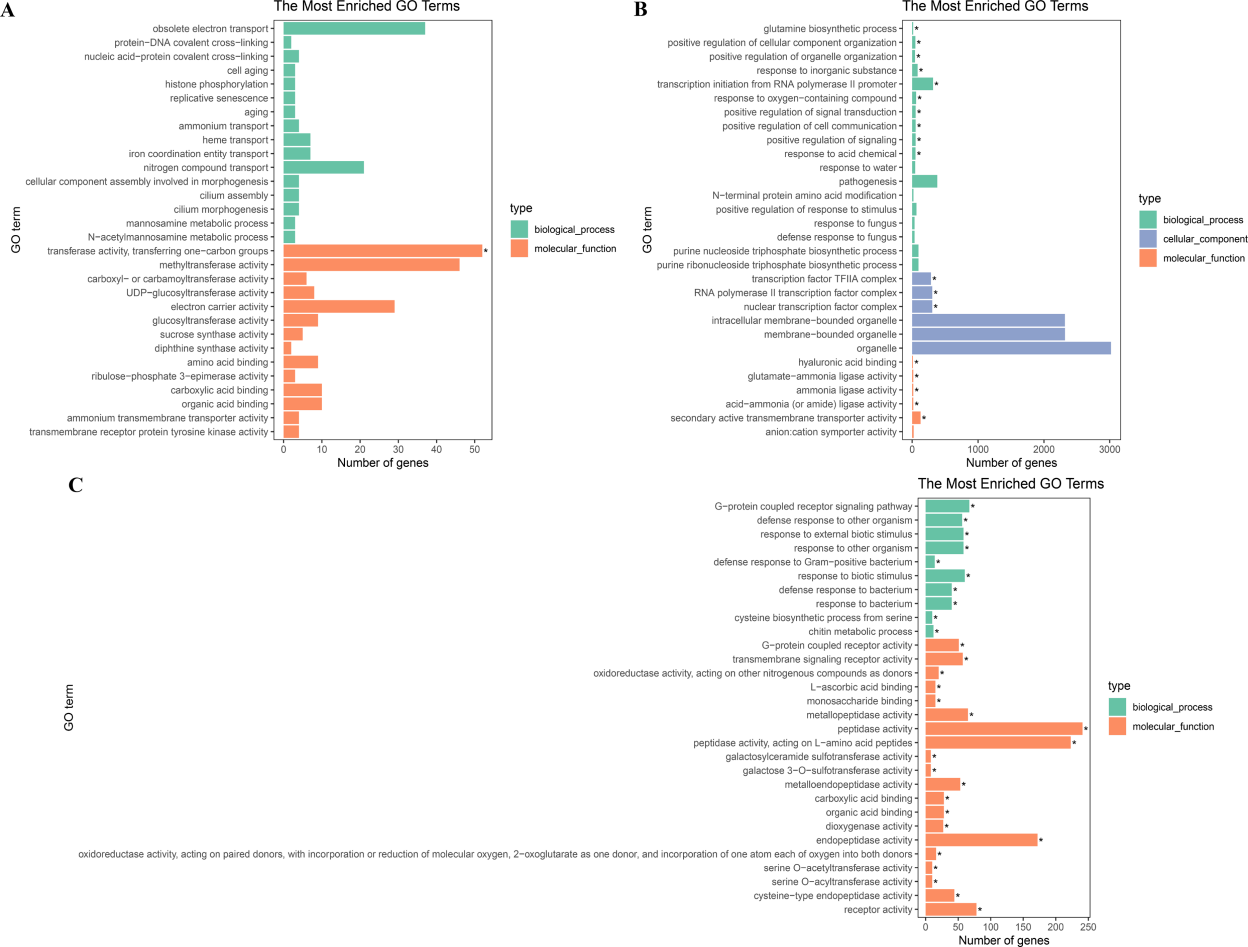
GO enrichment of DEGs under salt stress. (A) The top 30 most highly enriched GO terms in 828 unigenes specifically differentially expressed under low salinity (0.1 M NaCl addition); (B) the top 30 most highly enriched GO terms in 12,772 unigenes specifically differentially expressed under high salinity (0.8 M NaCl addition); and (C) the top 30 most highly enriched GO terms in 2,802 unigenes differentially expressed under both high and low salinity. The *x*-axis indicates the number of unigenes in each secondary GO classification. The *y*-axis indicates the secondary GO classification, and the three colors represent the three major types of GO terms (i.e., BP, CC, and MF). *corrected *p*-value < 0.05.

**Figure 5:**
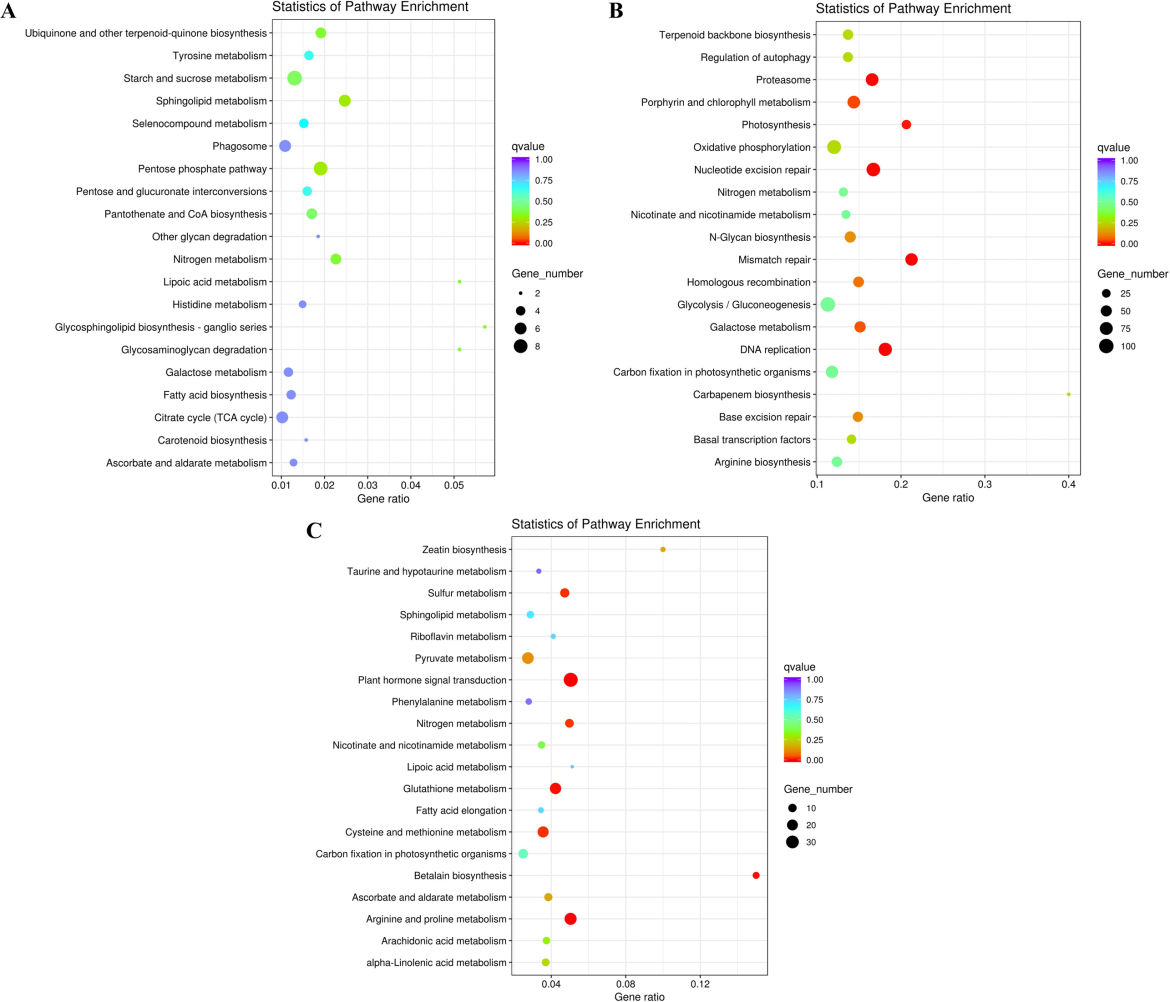
KEGG enrichment of DEGs under salt stress. (A) The top 20 most highly enriched KEGG pathways in 828 unigenes specifically differentially expressed under low salinity (0.1 M NaCl addition); (B) the top 20 most highly enriched KEGG pathways in 12,772 unigenes specifically differentially expressed under high salinity (0.8 M NaCl addition); and (C) the top 20 most highly enriched KEGG pathways in 2,802 unigenes differentially expressed under both high and low salinity. The names of the pathways and their enrichment factors are shown. The size of the dot indicates the number of genes in a given pathway, and the color of the dot indicates the value of −log10(corrected *p* value).

### Transcriptional expression of unigenes involved in fatty acid and TAG biosynthesis pathways

#### Fatty acid biosynthesis

Acetyl-CoA, the precursor for fatty acid synthesis in the cytosol, derives from pyruvate (PYR) produced in glycolysis by pyruvate kinase (PK). Genes encoding two rate-limiting enzymes in glycolysis, hexokinase (HXK) and PK, were up-regulated under both the high and low salinity treatments, and 6-phosphofructokinase (PFK) was up-regulated under the high salinity treatment (Fig. 6 and Table S10). These changes would have promoted the accumulation of acetyl-CoA and energy.

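Table S10 lists 5 HXK, 8 PK and 6 PFK unigenes. Under high salinity 3 HXK unigenes were up-regulated and Cluster-31803.39773 was down-regulated, at a log2 fold change of -2.43 (standard error 0.38, adjusted p = 0.00828). HXK Cluster-31803.43125, listed at 0 in both CK18 libraries, had 0.37 and 0.32 FPKM in Nacl1 and 0.69 and 0.78 in Nacl2, and passed the thresholds under high salinity but not under low (adjusted p = 0.0722). HXK Cluster-31803.39379, also listed at 0 in CK18, had 0.25 and 0.65 FPKM in Nacl1 and passed in neither. No HXK unigene was a DEG under low salinity. For PK, Cluster-31803.75598 rose by 2.63 under low and 2.41 under high salinity on the log2 scale (standard error 0.23 for both), and Cluster-31803.46432 by 2.02 and 3.07 (standard error 0.27). In all, 2 PK unigenes were up-regulated under low and 6 under high salinity. PK Cluster-31803.75602 was higher under high salinity with an adjusted p of 0.0581, and Cluster-31803.30029 rose by 0.88, under the limit on the fold change. For PFK, 5 unigenes were up-regulated under high salinity, by 1.34 to 3.75, and Cluster-31803.113569 was down-regulated (log2 fold change -2.95, standard error 0.62, adjusted p = 0.0190). No PFK unigene was a DEG under low salinity. FPKM summed over all unigenes with the KO of an enzyme depend on the scaling of the sums. The HXK total, over 26 unigenes, changed by -0.51 under high salinity when the sums were scaled by their own median ratio and by 0.21 with the factors of the unigenes, an alternative chosen after the totals were seen. The PK total rose by 0.82 under low and 0.79 under high salinity with the first scaling, and by 1.01 and 1.52 with the second, and the PFK total by 0.54 and 1.28 under high salinity. With the second scaling, the median of all KO totals is itself at 0.28 under low and 0.68 under high salinity.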

**Figure 6:**
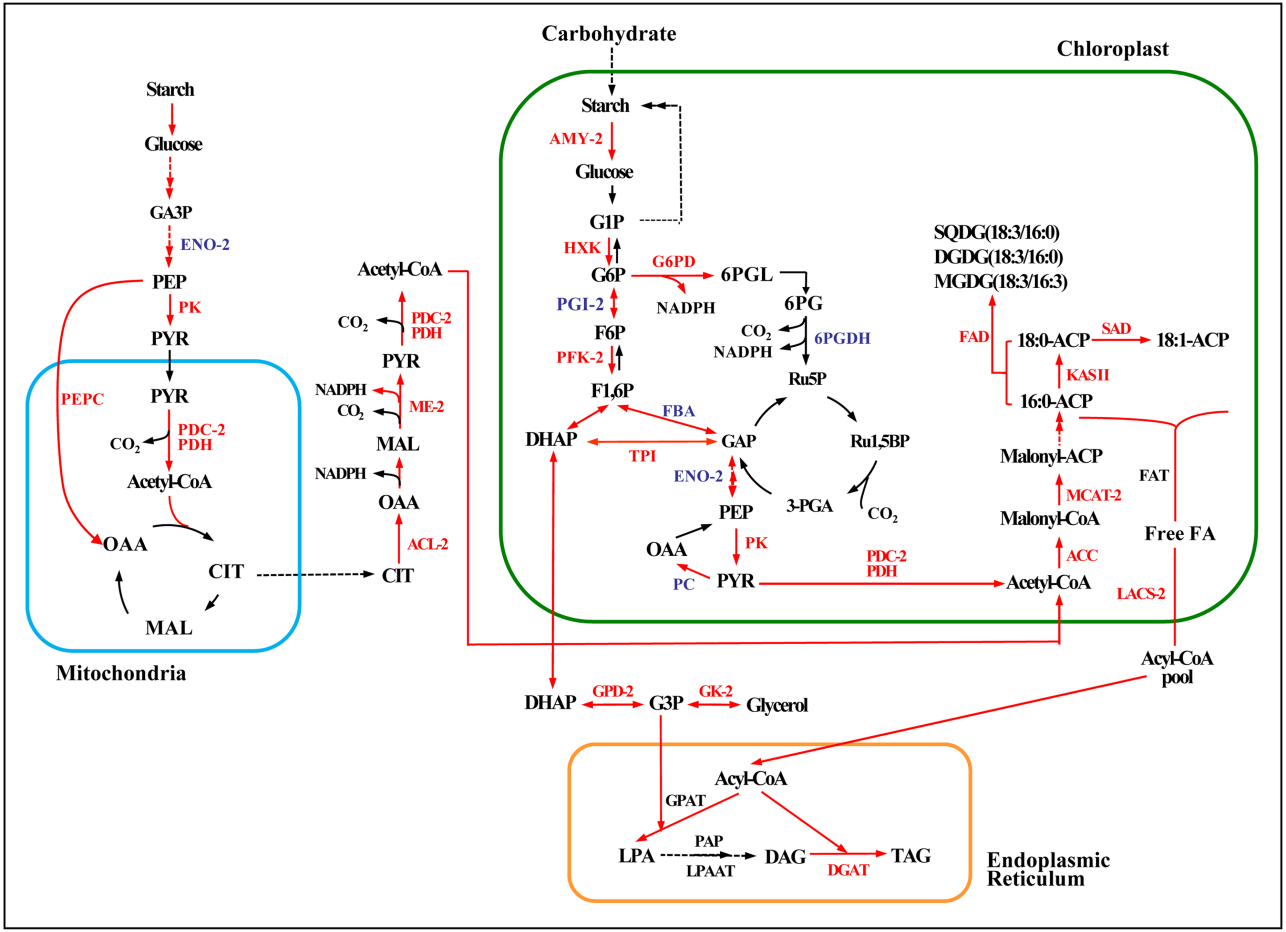
Enzymatic pathways of fatty acid and TAG biosynthesis and the expression of associated genes in response to two levels of salt treatment. Arrows indicate enzymatic reactions, and red arrows indicate upregulation of the associated genes. Names of key lipid metabolism enzymes whose genes were up-regulated are given in red, names of enzymes whose genes were associated with lipid metabolism are given in blue, and names of enzymes whose genes were not differentially expressed are given in black. “-2” after an enzyme name indicates that its gene was differentially expressed under high salt stress (0.8 M NaCl addition). Enzymes without this designation were differentially expressed under both high and low (0.1 M NaCl addition) salt stress treatments. AMY, *α*-amylase; HXK, hexokinase; PFK, 6-phosphofructokinase; DHAP, dihydroxyacetone phosphate; GAP, 3-phosphoglyceraldehyde; PYR, pyruvate; G3P, glycerol-3-phosphate; GPD, glycerol-3-phosphate dehydrogenase; GK, glycerol kinase; ACC, acetyl-CoA; ACL, ATP citrate lyase; ME, malic enzyme; LACS, long-chain acyl CoA synthetase; MCAT, malonyl-CoA:acyl-carrier protein transacylase; SAD, stearoyl ACP desaturase; FAD, *ω*-3 fatty acid desaturase; DGAT, diacylglycerol O-acyltransferase; TAG, triglyceride. Additional abbreviated gene names are defined in Fig. 3. Gene expression levels are shown in Figs. 7, 8 and Table S10.

**Figure 7:**
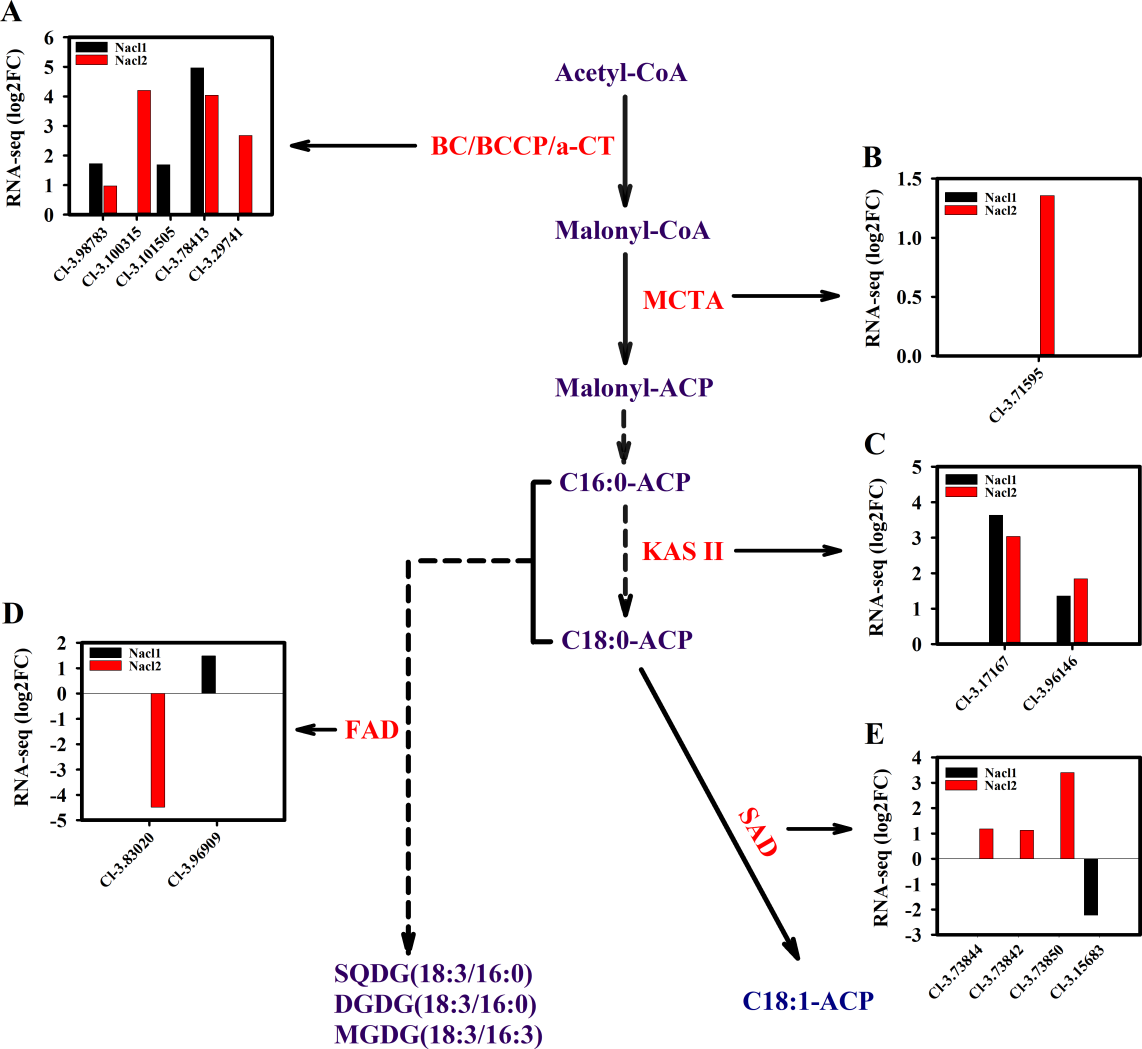
Expression of *Chlorella* sp. TLD6B genes involved in the de novo synthesis of fatty acids pathway under low (0.1 M NaCl addition, Nacl1) and high (0.8 M NaCl addition, Nacl2) salt treatments. (A) Expression of BC/BCCP/ *α*-CT genes; BC, biotin carboxylase of ACCase; *α*-CT, carboxyltransferase *α*-subunit; (B) expression of MCTA gene; (C) expression of KAS II genes; (D) expression of FAD genes; (E) expression of SAD genes. Gene IDs such as Cluster-31803.100315 are abbreviated as Cl-3.100315. Additional abbreviated gene names are defined in Figs. 3 and 6.

The expression of key genes of the de novo fatty acid synthesis pathway also changed in response to salinity treatment. For example, the acetyl CoA carboxylase (ACCase) genes *BC* and *BCCP* were up-regulated on day 18 under both salinity treatments. 

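The 3 BC unigenes of Table S11 were higher in both treatments on the log2 scale, and 1 of them passed the thresholds in each. Cluster-31803.98783 was a DEG under low salinity (log2 fold change 1.77, standard error 0.35, adjusted p = 0.0424) and not under high (adjusted p = 0.0691), with 11.82 and 6.51 FPKM in CK18, 38.72 and 47.61 in Nacl1 and 22.18 and 20.99 in Nacl2. Cluster-31803.100315 was a DEG under high salinity (adjusted p = 0.0263), with FPKM of 0.00 and 0.25 in CK18 and 3.74 and 1.91 in Nacl2, but not without CK18 replicate 1 or without either Nacl2 library. Cluster-31803.101505, with 24.48 and 9.97 FPKM in CK18, rose by 1.84 under low salinity (standard error 0.46, adjusted p = 0.0752) and by 0.04 under high. It was lower in Nacl2 than in Nacl1 by the direct contrast (adjusted p = 0.0474). The FPKM of the BCCP unigene were 0.53 and 0.56 in CK18, 16.19 and 31.99 in Nacl1, and 8.80 and 12.79 in Nacl2. Summed over all 29 unigenes with the KO of BC, expression rose by 1.62 under low salinity (standard error 0.31, adjusted p = 0.00507 from limma), and changed under high salinity by -0.16 with the scaling of the sums and by 0.57 with the factors of the unigenes.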

The *α-CT* gene (Cluster-31803.29741) was up-regulated 2.7-fold under high salinity (Fig. 7A and Table S11), and the malonyl-CoA:ACP transacylase (*MCTA*) gene (Cluster-31803.71595) was also up-regulated only under high salinity (Fig. 7B and Table S11). 

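For the α-CT unigene the FPKM were 0.81 and 0.00 in CK18, 1.48 and 0.00 in Nacl1 and 3.92 and 2.30 in Nacl2. Its log2 fold change under high salinity was 3.23 with a standard error of 1.64 and did not pass the threshold (adjusted p = 0.190). With each library left out it ranged from 1.47 to 4.93. The KO total of α-CT, over 9 unigenes, changed under high salinity by -0.54 with the scaling of the sums and by 0.19 with the factors of the unigenes. The MCTA unigene rose by 1.41 under high salinity (standard error 0.35, adjusted p = 0.0297) and by 0.01 under low, and the direct contrast of both treatments was 1.40 (adjusted p = 0.0428). The call of MCTA under high salinity was lost in 5 of the 6 fits with a library left out.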

Two 3-oxoacyl-[acyl carrier protein] synthase II (*KAS II*) genes (Cluster-31803.17167 and Cluster-31803.96146) were up-regulated under both salinity treatments, but these differences were not significant (Fig. 7C and Table S11). 

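Both KAS II unigenes passed the thresholds in both comparisons. Cluster-31803.17167 had 0.63 and 0.41 FPKM in CK18 against 9.00 and 9.59 in Nacl1 and 5.71 and 4.57 in Nacl2, with an adjusted p of 0.0136 under low and 0.00430 under high salinity from limma. Cluster-31803.96146 had a log2 fold change of 1.39 (standard error 0.27, adjusted p = 0.0399) under low and 1.89 (adjusted p = 0.00631) under high salinity. The contrast of Nacl2 and Nacl1 did not pass for either (adjusted p = 0.278 and 0.235). The KO total of KAS II, over 42 unigenes, rose by 1.15 under low and 1.09 under high salinity (standard error 0.15), and by 1.34 and 1.82 with the factors of the unigenes.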

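The ω-3 fatty acid desaturase unigenes Cluster-31803.83020 and Cluster-31803.96909 differ in level. Cluster-31803.83020 had 4.19 and 2.07 FPKM in CK18, 3.46 and 3.19 in Nacl1, and 0.32 and 0.02 in Nacl2, a log2 fold change of -4.01 under high salinity (standard error 0.74, adjusted p = 0.0129). Under low salinity it was -0.33 (adjusted p = 0.858), and the contrast of the treatments was -3.68 (adjusted p = 0.0253). Cluster-31803.96909 had 150.8 and 104.71 FPKM in CK18, 472.79 and 546.2 in Nacl1 and 199.36 and 206.79 in Nacl2. Its log2 fold change was 1.50 under low salinity (standard error 0.24, adjusted p = 0.0264) and 0.45 under high (adjusted p = 0.203), a contrast of -1.05 (adjusted p = 0.0343). Summed by NR hit, the unigenes of the protein of Cluster-31803.83020 rose by 1.43 under low and 0.35 under high salinity.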

One *ω*-3 fatty acid desaturase (*FAD*) gene (Cluster-31803.83020) was down-regulated 4.5-fold under high salinity, and the other *FAD* gene (Cluster-31803.96909) was up-regulated 1.5-fold under low salinity (Fig. 7D and Table S11). 

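The stearoyl ACP desaturase unigenes were Cluster-31803.15683, Cluster-31803.73842, Cluster-31803.73844 and Cluster-31803.73850. Cluster-31803.15683 was lower in both treatments, with log2 fold changes of -2.15 (standard error 0.31, adjusted p = 0.0228) under low and -1.26 (adjusted p = 0.0312) under high salinity. Its difference between the treatments did not pass the threshold (0.90, adjusted p = 0.101). Cluster-31803.73842, with 128.97 and 113.56 FPKM in CK18, rose by 1.15 (standard error 0.17, adjusted p = 0.00756) under high salinity, and Cluster-31803.73844 by 1.21 (standard error 0.17, adjusted p = 0.00653). Cluster-31803.73850 had 0.03 and 0.23 FPKM in CK18 and 2.29 and 0.99 in Nacl2, and its call (adjusted p = 0.0403) was lost in 5 of the 6 fits with a library left out. Summed over the 22 unigenes of the KO, expression changed by 0.18 under high salinity (adjusted p = 0.256) with the scaling of the sums and by 0.91 with the factors of the unigenes.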

A stearoyl ACP desaturase (*SAD*) gene (Cluster-31803.15683) was down-regulated under low salinity, whereas three *SAD* genes were up-regulated under high salinity (Cluster-31803.73844, Cluster-31803.73842, and Cluster-31803.73850) (Fig. 7E and Table S11).

**Figure 8:**
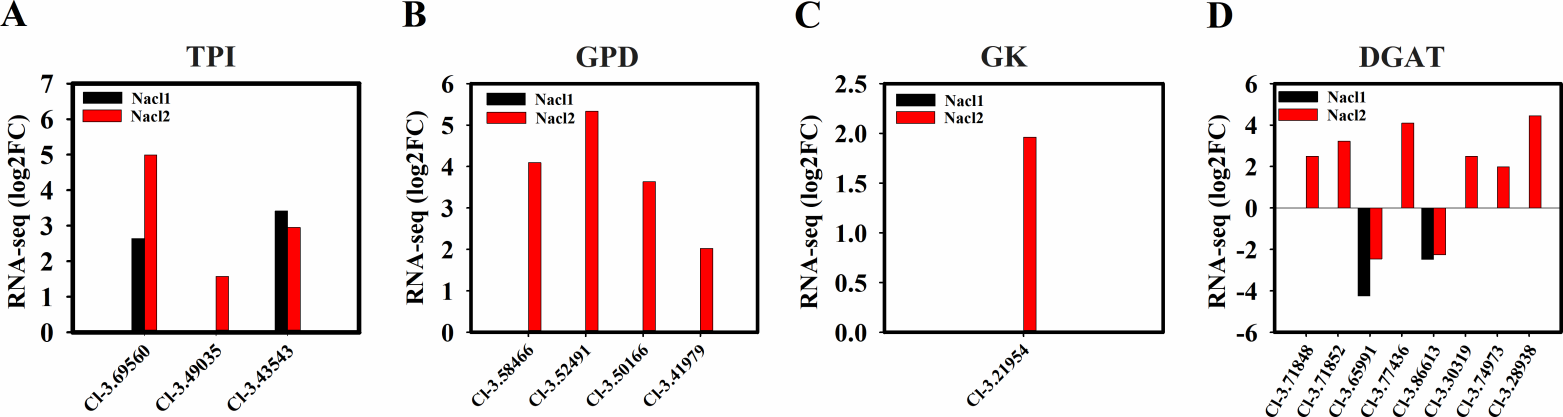
Expression of *Chlorella* sp. TLD6B genes involved in the TAG biosynthesis pathway under low (0.1 M NaCl addition, Nacl1) and high (0.8 M NaCl addition, Nacl2) salt treatments. (A) Expression of TPI genes; (B) expression of GPD genes; (C) expression of GK gene; (D) expression of DGAT genes. Gene IDs such as Cluster-31803.100315 are abbreviated as Cl-3.100315. Additional abbreviated gene names are defined in Figs. 3 and 6.

#### TAG biosynthesis

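The GPD unigenes Cluster-31803.41979, Cluster-31803.50166, Cluster-31803.52491 and Cluster-31803.58466 rose under high salinity by 2.04, 3.64, 5.21 and 4.13 on the log2 scale, with adjusted p from 0.00113 to 0.00503. Each stayed a DEG with any of the 6 libraries left out. Cluster-31803.58466 had 6.57 and 10.18 FPKM in CK18 and 180.47 and 162.33 in Nacl2. All were higher in Nacl2 than in Nacl1, by 1.10 to 4.92, with adjusted p of at most 0.0149, and none was a DEG under low salinity, where Cluster-31803.41979 rose by 0.94. The GK unigene Cluster-31803.21954 had 3.59 and 5.09 FPKM in CK18 and 20.80 and 19.78 in Nacl2, a log2 fold change of 1.99 (standard error 0.34, adjusted p = 0.0103), and changed by -0.28 under low salinity. The KO totals rose under high salinity by 2.15 for GPD (41 unigenes) and 1.28 for GK (15 unigenes), and by 2.88 and 2.01 with the factors of the unigenes.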

Four NAD-3-phosphate glycerol dehydrogenase (*GPD*) genes and one glycerol kinase (*GK*) gene were significantly up-regulated under high salinity. A gene encoding the glycolysis enzyme triose-phosphate isomerase (TPI) was up-regulated under both salinity treatments, which may have resulted in the accumulation of DHAP (Figs. 6, 8A, 8B, and 8C and Table S12) and promoted the synthesis of TAG. 

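All 3 TPI unigenes of Table S12 were DEGs in both treatments. For Cluster-31803.69560 the FPKM were 7.50 and 5.59 in CK18, 57.23 and 59.52 in Nacl1 and 284.04 and 217.51 in Nacl2, and it was higher under high than under low salinity (contrast 2.36, standard error 0.22, adjusted p = 0.00646). Cluster-31803.43543 rose by 3.14 under low and 2.72 under high salinity (standard error 0.54), and Cluster-31803.49035 by 1.08 (adjusted p = 0.0492) and 1.58 (adjusted p = 0.00663). The KO total of TPI, over 22 unigenes, rose by 1.52 under low and 2.46 under high salinity (standard error 0.14), and by 1.71 and 3.19 with the factors of the unigenes.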

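Table S12 lists 8 unigenes for diacylglycerol O-acyltransferase. Cluster-31803.71848 and Cluster-31803.71852 are described there as diacylglycerol O-acyltransferase 1, and the other 6 as type 2 or 2A. FPKM in CK18 were highest for Cluster-31803.65991, at 88.55 and 77.86, and under 3 in both libraries for 6 of the 8.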

One *DGAT1* gene and seven *DGAT2* genes were identified in our transcriptome data. 

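The type 1 unigenes Cluster-31803.71848 and Cluster-31803.71852 rose under high salinity by 2.53 (standard error 0.36, adjusted p = 0.00627) and 3.29 (standard error 0.53, adjusted p = 0.00881). Of the type 2 unigenes, Cluster-31803.77436, Cluster-31803.30319, Cluster-31803.74973 and Cluster-31803.28938 rose under high salinity by 1.96 to 4.46, with adjusted p from 0.0139 to 0.0255, and each lost the call in 3 of the 6 fits with a library left out. Under low salinity no DGAT unigene was up-regulated. Cluster-31803.65991 changed by -4.20 (standard error 0.47, adjusted p = 0.0154) under low and -2.57 under high salinity, and Cluster-31803.86613 by -2.44 (standard error 0.32, adjusted p = 0.0193) and -2.23. The sum of the NR hit shared by Cluster-31803.30319 and Cluster-31803.74973 changed by -0.77 under high salinity. The total of K14457, which holds type 2 unigenes, over 59 unigenes, changed by -1.59 under high salinity (standard error 0.23, adjusted p = 0.000578) with the scaling of the sums and by -0.86 with the factors of the unigenes, and that of type 1 (23 unigenes) by 1.50 and 2.22.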

All but two were up-regulated (Cluster-31803.65991 and Cluster-31803.86613) (Figs. 6, 8D and Table S12).

### Expression of key unigenes related to lipid synthesis pathways

To further explore mechanisms of lipid accumulation in *Chlorella* sp. TLD6B under salt stress, we compared the expression of genes associated with the metabolic pathways of starch-lipid biosynthesis. 

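The α-amylase unigene Cluster-31803.62982 had 3.46 and 3.47 FPKM in CK18, 11.56 and 8.53 in Nacl1 and 25.77 and 25.49 in Nacl2. Its log2 fold change was 2.62 under high salinity (standard error 0.24, adjusted p = 0.00253) and 0.99 under low (adjusted p = 0.0672), and the contrast of the treatments was 1.63 (adjusted p = 0.0122). The KO total of α-amylase, over 37 unigenes, changed under high salinity by -0.31 (adjusted p = 0.109) with the scaling of the sums and by 0.42 (adjusted p = 0.0349) with the factors of the unigenes.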

Under high salinity, a single gene encoding the starch-degrading enzyme *α*-amylase (*AMY3*, Cluster-31803.62982) was up-regulated 4.6-fold (Fig. 6 and Table S10).

Furthermore, genes encoding ACL, PDC/PDH, ME, G6PD, and PEPC were primarily up-regulated. All of these genes showed greater expression under high salinity than under low salinity (Fig. 6 and Table S10). 

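The ACL unigene Cluster-31803.60849 had 0.77 and 1.29 FPKM in CK18, 17.01 and 0.00 in Nacl1 and 74.84 and 55.98 in Nacl2. Because the Nacl1 libraries differ that much, its log2 fold change of 5.66 under high salinity had a standard error of 2.24 and an adjusted p of 0.109, and it passed the thresholds when either Nacl1 library was left out. The PDC unigene Cluster-31803.102796 rose by 2.77 under high salinity (standard error 0.26, adjusted p = 0.00260), and all 4 PDH unigenes were up-regulated, by 1.04 to 4.82. The KO totals of PDH, K00161 and K00162, changed under high salinity by only 0.10 and 0.16 with the scaling of the sums. With the factors of the unigenes they rose by 0.83 and 0.89, under the limit on the fold change. With the scaling of the sums, the totals of PDC, PEPC and ME rose by 1.18 to 1.89, and that of ACL changed by -0.39. Of 8 ME unigenes 7 were up-regulated under high salinity, by 1.74 to 4.44, and for the last, Cluster-31803.68148, the change was 1.48 (adjusted p = 0.0601). Of 8 PEPC unigenes, 7 were tested, all higher under high salinity and 5 of them DEGs. PEPC Cluster-31803.31282 had at most 0.35 FPKM in any of the 6 libraries, was under the filter and is given without a test. Over the 83 tested unigenes that the text and Tables S7, S10, S11 and S12 name, 61 were up-regulated and 9 down-regulated under high salinity, and 17 and 6 under low. With p-values adjusted over the list alone, 67 were up-regulated and 10 down-regulated under high salinity, and 21 and 7 under low. These counts are not independent evidence, since the study chose the list on the same libraries. Of the 70 calls under high salinity 34 were made with each of the 6 libraries left out in turn, and of the 23 under low salinity 0, since limma made no call without either Nacl1 library.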

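The difference between the treatments was tested as the contrast of Nacl2 and Nacl1. For ACL it was 5.77 (standard error 2.24, adjusted p = 0.127), and for PDC 1.97 (adjusted p = 0.00996). Of the PDH unigenes 3 were higher in Nacl2 and 1 passed the thresholds, Cluster-31803.47086. Cluster-31803.80535 was lower in Nacl2 than in Nacl1 by 0.62 on the log2 scale (adjusted p = 0.0812), with 50.71 and 40.28 FPKM in Nacl1 and 25.62 and 23.27 in Nacl2. All 8 ME unigenes were higher in Nacl2, 5 of them past the thresholds. All 7 tested PEPC unigenes were higher in Nacl2 and 1 passed. Over the 83 tested unigenes that the paper names, 68 were higher in Nacl2 and 37 of these passed the thresholds. With p-values adjusted over the list alone, 44 of them passed. The other 15 were lower in Nacl2, and 6 of them passed with either adjustment. Leaving out a library changed the count of 37 to 15 without Nacl1 replicate 1, 5 without Nacl1 replicate 2, 4 without Nacl2 replicate 1 and 2 without Nacl2 replicate 2, while it was 36 without either CK18 library. From the up-regulation of these genes, the paper proposes a promotion of fatty acid accumulation.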

The upregulation of these genes whose products function in central carbon metabolism may directly or indirectly promote the accumulation of fatty acids.

## Discussion

High salinity is generally not conducive to the growth and development of organisms because of Na^+^ toxicity, excessive ROS accumulation, and difficulties related to osmotic balance and water absorption. The salt tolerance mechanisms of different microalgae may differ. To date, many studies have shown that salt treatment strongly promotes lipid synthesis in microalgae but also inhibits cell growth (Sharma, Schuhmann & Schenk, 2012; Fan et al., 2014; Kato et al., 2017; Li et al., 2018). According to current research, marine microalgae have higher salt tolerance than other algae such as *Dunaliella salina* (Takagi, Karseno & Yoshida, 2006; BenMoussa-Dahmen et al., 2016). By analyzing salt resistance and lipid content, we found that *Chlorella* sp. TLD6B could tolerate high levels of salt stress (0.8 M NaCl addition) that are lethal to many other freshwater algae (Li et al., 2018). *Chlorella* sp. TLD6B showed greater lipid accumulation following addition of 0.1 and 0.2 M NaCl, but this effect decreased at higher salt levels. This result indicates that *Chlorella* sp. TLD6B has a mechanism for increasing lipid accumulation under salt stress. By extension, the addition of 0.1 or 0.2 M NaCl can significantly promote *Chlorella* sp. TLD6B lipid accumulation and potentially reduce the production costs of biodiesel.

The salinity-induced accumulation of lipids in microalgae begins with a signal transduction cascade initiated by the perception of a salt stress signal. Downstream results include an increase in lipid and unsaturated fatty acid concentrations, the rapid accumulation of solutes that regulate cellular osmotic balance (soluble sugars, amino acids, and betaine), and the induction of the ROS scavenging system (Ramos et al., 2011). Here, we found that many key genes involved in glycerol, fatty acid, and lipid metabolism were significantly up-regulated in response to different salinity treatments, suggesting that the salt tolerance of *Chlorella* sp. TLD6B is related to its lipid metabolism. Low levels of NaCl addition up-regulated the expression of genes related to fatty acid synthesis (*BC*, *BCCP*, *KAS II*) and promoted increased biomass and lipid production, indicating that low salinity is essential for the growth of *Chlorella* sp. TLD6B and ultimately promotes its lipid accumulation. Nonetheless, the regulation of lipid accumulation through the manipulation of salinity levels requires further study. Rao et al. (2007) reported that increased salt concentration in the growth medium altered the membrane lipid composition of *Botryococcus braunii* LB 572 cells: the proportion of stearic and linoleic acid decreased, and that of oleic acid rose. These results suggested that unsaturated fatty acids play a role in salt tolerance.

Previous studies have also shown that SAD is a key enzyme for the synthesis and metabolism of unsaturated fatty acids, directly determining the total amount of unsaturated fatty acids in vegetable oils as well as the ratio of saturated to unsaturated fatty acids (Kachroo et al., 2007). *FAD* is considered to be a candidate gene for the promotion of high oleic acid levels (Jung et al., 2000a). Schwartzbeck et al. (2001) used transgenic technology to inhibit FAD2 enzyme activity and increase the oleic acid content of corn oil from 25% to 64%. Jung et al. (2000b) increased the ratio of oleic acid to linoleic acid in peanuts by inhibiting FAD2 enzyme activity. Here, we also found that high salinity up-regulated *SAD* expression in *Chlorella* sp. TLD6B, whereas low salinity down-regulated *SAD* expression. One *FAD* gene (Cluster-31803.83020) was down-regulated 4.5-fold under high salinity, whereas another (Cluster-31803.96909) was up-regulated 1.5-fold under low salinity (Fig. 7D). This indicates that *SAD* and *FAD* may be involved in the regulation of fatty acid components in *Chlorella* sp. TLD6B. Low salinity may promote fatty acid synthesis, whereas high salinity may enhance unsaturated fatty acid synthesis, thereby reducing damage to cell membranes during salt stress (Kan et al., 2012). The lipid content of *Chlorella* sp. TLD6B increases under high salinity, and it is unknown whether the unsaturated fatty acid content also increases. Although we did not measure fatty acid composition, the transcriptome data indicated that *SAD* genes were up-regulated and an *FAD* gene was down-regulated under high salinity. This result suggests that the unsaturated fatty acid content may increase under high salt stress to reduce cell membrane damage.

Our results revealed that the pathway of lipid synthesis in *Chlorella* sp. TLD6B is finely regulated in response to different salinity conditions. First, upregulation of the key glycolysis genes *HXK* and *PK*, which implies enhancement of pentose phosphate metabolism, was likely to promote rapid acetyl-CoA accumulation and a stable intracellular energy supply. Therefore, high glycolysis rates may be one reason for the high lipid accumulation observed in *Chlorella* sp. TLD6B in response to NaCl addition. Second, ACCase catalyzes the formation of malonyl-CoA from acetyl-CoA and is the primary rate-limiting enzyme for de novo fatty acid synthesis. Upregulation of the corresponding gene may increase the rate of fatty acid synthesis (Roesler et al., 1997; Zalutskaya et al., 2015). We found that key genes of fatty acid synthesis, *ACCase* (*BC* and *BCCP*) and *KAS II*, were up-regulated after the addition of NaCl (Figs. 7A, 7C), which may also have enhanced fatty acid synthesis. Moreover, *ACL*, *PDC/PDH*, and *ME* in the PDH bypass were up-regulated, which may have accelerated the accumulation of precursor substrates and energy for fatty acid biosynthesis (Tan & Lee, 2016). The presence and high expression of these genes suggest that *Chlorella* sp. TLD6B uses a specific approach to ensure the rapid biosynthesis of fatty acids and TAG. Finally, the fatty acyl-CoA produced by de novo synthesis is esterified to produce TAG. The synthesis of TAG requires not only fatty acids but also glycerol 3-phosphate (G3P) (Ohlrogge & Browse, 1995). G3P is synthesized from glycerol by glycerol kinase (GK) or from DHAP by NAD-3-phosphate glycerol dehydrogenase (GPD) (Yao et al., 2014; Huang et al., 2016) (Figs. 6, 8B and 8C). In addition, research has shown that the overexpression of *GPDH* in microalgae promotes the conversion of DHAP to G3P (Yao et al., 2014) and that overexpression of fatty acid synthesis genes such as *ACCase* increases lipid accumulation (Courchesne et al., 2009). Both of these pathways compete for precursor substrates, and the flux of carbon out of glycolysis towards glycerol formation can cause cell growth to be inhibited. In our transcriptome data, four *GPD* genes and one *GK* gene were significantly up-regulated under high salt stress, and two *TPI* genes were up-regulated under both low and high salinity; these changes are beneficial to TAG synthesis but may inhibit cell growth. Therefore, salt stress only moderately increases the lipid concentration. This may explain why, in our study, carbohydrate levels gradually declined under salt stress while lipid accumulation increased. Moreover, the total lipid concentration under high salinity decreased to that of the control and was lower than the total lipid concentration under low salinity (Fig. 1D). Therefore, we suggest that salt stress alters the carbon flow between starch biosynthesis and lipid biosynthesis in *Chlorella* sp. TLD6B.

In addition, recent transcriptome studies have shown that microalgal lipid synthesis may be influenced by the conversion between starch and lipid synthesis (Shang et al., 2016; Ho et al., 2017). Here, only one *AMY3* gene (Cluster-31803.62982) was up-regulated 4.6-fold under high salinity. Lipid synthesis in *Chlorella* sp. TLD6B may therefore not be closely related to the conversion between starch and lipid biosynthesis. Its lipid accumulation may be controlled primarily by glycolysis and the synthesis of fatty acids and TAG.

## Conclusion

We performed physiological measurements and genome-wide transcriptome profiling of *Chlorella* sp. TLD6B under different levels of salt stress. *Chlorella* sp. TLD6B was able to tolerate high salt stress (0.8 M NaCl addition). Lipid concentration first increased and then decreased with increasing levels of salt stress, reaching a maximum under the addition of 0.2 M NaCl. Comparative transcriptomic analysis revealed that salt stress enhanced the expression of genes related to sugar metabolism and fatty acid biosynthesis (the *ACCases BC* and *BCCP*, *KAS II*, and *GPDHs* involved in TAG synthesis), thereby promoting lipid accumulation under the addition of 0.2 M NaCl. However, high salt stress also inhibited cell growth. Expression of three *SADs*, whose encoded products function in unsaturated fatty acid biosynthesis, was up-regulated under high salinity (0.8 M NaCl addition). This research clarifies the relationship between salt tolerance and lipid accumulation, promoting the development and utilization of *Chlorella* sp. TLD6B for biofuel production.

##  Supplemental Information

10.7717/peerj.11525/supp-1 Supplemental Information 1 Components of the BBM medium Click here for additional data file.

10.7717/peerj.11525/supp-2 Supplemental Information 2 Data on growth, biomass, carbohydrate content, lipid content, specific growth rate, and lipid productivity of Chlorella sp. TLD6B under different levels of salt stress Values of the indicated parameters for three independent measurements under different NaCl treatment conditions. Click here for additional data file.

10.7717/peerj.11525/supp-3 Supplemental Information 3 Characteristics of RNA-seq data from individual samples CK, the control; CK0, samples collected from the control group on day 0; CK0_1_, the first biological replicate of CK0; CK0_2_, the second biological replicate of CK0; CK18, the sample collected from the control group on day 18; Nacl1, samples collected from the low salinity treatment (0.1 M NaCl addition) on day 18; Nacl2, samples collected from the high salinity treatment (0.8 M NaCl addition) on day 18; PEG1, samples collected from the mild drought treatment (0.05 g/mL PEG-6000 addition) on day 18; PEG2, samples collected from the high drought treatment (0.1 g/mL PEG-6000 addition) on day 18; and so forth. Q20 (%) and Q30 (%) are the percentage of bases with a Phred value greater than 20 or 30. GC (%) is the percentage of G and C bases. Qphred is the Illumina HiSeq base quality value; Qphred = −10log10(e), where e indicates the sequencing error rate. Click here for additional data file.

10.7717/peerj.11525/supp-4 Supplemental Information 4 Lengths of assembled transcripts and genes 1 the longest transcript of a given subcomponent was used as the unigene for functional annotation. Click here for additional data file.

10.7717/peerj.11525/supp-5 Supplemental Information 5 Characteristics of assembled transcripts and genes 1N50 / N90, the length of the longest contig such that all contigs of at least that length compose at least 50/90% of the bases in the assembly. Click here for additional data file.

10.7717/peerj.11525/supp-6 Supplemental Information 6 DEG annotations in Nacl1 vs CK18 and Nacl2 vs CK18 Click here for additional data file.

10.7717/peerj.11525/supp-7 Supplemental Information 7 Primer list, qRT-PCR, and RNA-seq data Click here for additional data file.

10.7717/peerj.11525/supp-8 Supplemental Information 8 GO enrichment of DEGs under salt stress Click here for additional data file.

10.7717/peerj.11525/supp-9 Supplemental Information 9 KEGG enrichment of DEGs under salt stress Click here for additional data file.

10.7717/peerj.11525/supp-10 Supplemental Information 10 Log2(fold-change) in expression values of genes associated with central carbon metabolism, fatty acid biosynthesis, and TAG biosynthesis in Chlorella sp. TLD6B under low (0.1 M NaCl addition), Nacl1) and high (0.8 M NaCl addition, Nacl2) salt treatments CK, the control; indicates log2FC < 1; Inf, Infinity; CK18, the sample collected from the control group on day 18; Nacl1, samples collected from the low salinity treatment (0.1 M NaCl addition) on day 18; Nacl2, samples collected from the high salinity treatment (0.8 M NaCl addition) on day 18. Enzyme names are defined in Figs. 3 and 6. Click here for additional data file.

10.7717/peerj.11525/supp-11 Supplemental Information 11 Data of Fig. 7 CK, the control; indicates log2FC < 1; CK18, the sample collected from the control group on day 18; Nacl1, samples collected from the low salinity treatment (0.1 M NaCl addition) on day 18; Nacl2, samples collected from the high salinity treatment (0.8 M NaCl addition) on day 18. Abbreviated enzyme names are defined in Fig. 7. Click here for additional data file.

10.7717/peerj.11525/supp-12 Supplemental Information 12 Data of Fig. 8 CK, the control; indicates log2FC < 1. Abbreviated enzyme names are defined in Fig. 8. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

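RNA of *Chlorella* sp. TLD6B was sequenced in 12 libraries, 2 for each of CK0 (day 0), CK18 (day 18), Nacl1 (0.1 M NaCl), Nacl2 (0.8 M NaCl), PEG1 (0.05 g/mL PEG-6000) and PEG2 (0.1 g/mL PEG-6000), with the last 4 groups also taken on day 18. The authors filtered the reads, assembled them with Trinity, clustered the transcripts into unigenes with Corset, aligned the clean reads with Bowtie 2 and counted them with RSEM. The authors deposited the expression values as FPKM (fragments relative to the length of the unigene and to the mapped fragments of the library) with 2 decimals, together with an annotation table that gives the length of each unigene in bp. The paper tested read counts with DESeq, and read counts were not used here. Counts per unigene are unknown, so no counting error is given for single values, and only the clean reads per library describe the depth.

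Values were compared in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. In each fit, the FPKM of a library were divided by the median of their ratios to the geometric mean over the libraries, 0.1 was added and log2 was taken. Unigenes with an FPKM of at least 0.3 in at least 2 libraries of the fit were kept. CK18, Nacl1 and Nacl2 were in 1 fit, CK18, PEG1 and PEG2 in another, and CK0 and CK18 in a last one, with 3, 3 and 2 residual degrees of freedom. The limma test used an intensity trend and was two-sided, with Benjamini-Hochberg adjustment over the unigenes tested, and DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Replicate numbers do not pair libraries of different groups: the differences between replicates 1 and 2 of 2 groups correlated at -0.0409 to 0.0915.

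Unigenes given by name are those that the paper's text or Tables S7, S10, S11 and S12 name, whose values in the paper had been seen, and for each treatment the 3 with the largest increase and the 3 with the largest decrease among DEGs with a SwissProt description, a mean FPKM of at least 10 in the higher group and both libraries of one group above both of the other. For 1 enzyme the unigenes are in the counts over all named unigenes, and their single values are not reported here. FPKM were also summed over all unigenes with the same KO. These sums were scaled by their own median ratio, and, as an alternative chosen after the totals were seen, by the factors of the unigenes.

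GO terms that the results name were tested with Fisher's exact test, one-sided, if at least 5 tested unigenes carry them. Sets of KO gene names stood in for 5 KEGG pathways and were tested in the same way, and their direction was tested with camera and fry of limma. For the qRT-PCR comparison, the Ct values of Table S7 were turned into log2 ratios to CK18, and 100000 permutations moved both values of a gene together. Groups without any change were simulated 20 times against shared controls.

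The alternatives were pseudocounts of 1 and 0.01, no filter, a mean FPKM of at least 1, FPKM as deposited, quantile normalization, all 12 libraries in 1 fit, only the 2 groups compared, the replicate number as a block, unigenes summed by their best NR hit, voom weights on fragment numbers rebuilt from FPKM, length and clean reads, an adjusted p under 0.01, no limit on the fold change, and each library left out in turn. The library sizes given to voom were corrected after its counts had been seen, because the first version had left a difference in depth in the values. A covariate for the Q30 class (below or above 94%) was added after the data had been seen.

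The fit was tested on simulated data. With 200 changed unigenes in Nacl1, of which 174 were tested among 58037, 22 were called and 18 of the changed ones were recovered, which is 10.3%, and 18.2% of the calls were false. With 10000 changed, of which 8615 were tested among 58553, 48.8% were recovered and 4.82% of the calls were false. The comparison simulated without a change gave 0 calls in both. Of 40 simulated sets, the 1 with planted genes passed and none of the others did.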

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

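The comparison of each library with its partner was chosen only after the counts for drought had been seen. The other tests in this part were set before their results were seen.

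In libraries that the paper lists in Table S3 and does not analyse, limma called 10372 DEGs in PEG1 vs. CK18 (mild drought) among 73149 unigenes tested, 6939 up-regulated and 3433 down-regulated. The balance turned with a pseudocount of 1 (1887 up-regulated and 2327 down-regulated), a mean FPKM of at least 1 (1645 and 2500) and no filter (383 and 436). In PEG2 vs. CK18 (high drought) it called 0, with 10576 unigenes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0563. The contrast of PEG1 and PEG2 itself called 5772 unigenes, but 0 with any 1 of the 6 libraries left out, and 0 with a pseudocount of 1, no filter, only the 2 groups compared, the replicate block and an adjusted p under 0.01. It called 390 with a mean FPKM of at least 1, 1338 with quantile normalization, 3656 higher and 1373 lower with sums by NR hit, 6515 with FPKM as deposited, 7464 with voom, 7621 with a pseudocount of 0.01, 8125 with all 12 libraries in 1 fit and 6517 there with the Q30 covariate, so a difference between the drought levels depends on the setting. By other settings, high drought gave 1403 DEGs with all 12 libraries in 1 fit, 1250 with voom weights and 992 with a pseudocount of 0.01. The count for mild drought rests on every library of CK18 and PEG1: it was 0 without CK18 replicate 1 (16459 unigenes at an unadjusted p under 0.05 in limma), without CK18 replicate 2 (17462), without PEG1 replicate 1 (9663) and without PEG1 replicate 2 (8167), and 12114 without PEG2 replicate 1 and 11841 without PEG2 replicate 2. A library out of its group would correlate better with another of these groups than with its partner. Each of the 6 libraries correlated best with its partner, with the smallest margin, 0.00359, for PEG2 replicate 2 against CK18 replicate 2. The pairs of a CK18 and a PEG2 library spread from 0.827 to 0.845, by more than this margin, so a PEG2 library out of its group stays open. Of the high salinity DEGs tested in both fits, 16.6% were called the same way under mild drought, 3216 unigenes, and 148 the other way. The log2 fold changes of both comparisons correlated at 0.427 with shared controls. With a separate CK18 library as the control of each comparison the lower correlation was 0.229, which argues against shared chance values of the CK18 libraries as the whole cause. Between differences that do not use CK18, Nacl2 minus Nacl1 and PEG1 minus PEG2, it was 0.0659, so levels particular to the CK18 cultures may lie behind the shared direction. An effect of mild drought stays open as well and was not tested apart from that.

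In the control cultures, limma called 20984 DEGs in CK18 vs. CK0 among 65618 unigenes tested, 8967 up-regulated and 12017 down-regulated. The balance was the other way with a pseudocount of 1 (8229 and 7678) and no filter (4211 and 3510). It was also turned by a mean FPKM of at least 1 (6970 and 6543) and quantile normalization (8737 and 8662). The count was 4878 without CK18 replicate 1, 8781 without CK18 replicate 2, 8151 without CK0 replicate 1 and 11418 without CK0 replicate 2. The balance turned without a CK0 library, to 5952 up-regulated and 2199 down-regulated without replicate 1 and 8576 and 2842 without replicate 2, and was 6493 and 17061 with FPKM as deposited. Of 20302 high salinity DEGs tested in both fits, 53.2% were also called the same way in day 0 vs. day 18, 5650 up-regulated and 5143 down-regulated in both, and 289 were called the other way. The log2 fold changes of Nacl2 vs. CK18 and of CK0 vs. CK18 correlated at 0.621. With separate CK18 libraries the lower correlation was 0.427, and between Nacl2 minus Nacl1 and CK0 minus PEG2, which do not use CK18, it was 0.282. The first value argues against chance values of the CK18 libraries as the whole cause, and the second against levels particular to the CK18 cultures. A candidate explanation is that cultures at high salinity on day 18 resembled the inoculum more than the control of that day did. Over all libraries, CK0 correlated with Nacl2 at a mean of 0.737, with Nacl1 at 0.733 and with CK18 at 0.679, so a closer resemblance is there but is not particular to high salinity. Its cause was not tested, and culture age and density differ together between day 0 and day 18.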

How the results depend on the processing

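The alternatives below were set before the data were examined, except the Q30 covariate and the second scaling of KO totals, which were chosen only after the data had been seen, and voom, whose library sizes were corrected after its counts had been seen. Where a value moved, the cause was not tested unless stated. A change counts here as reversed when its sign differs and at least 1 of both fits called it. Sign changes without a call in either fit are not counted. Among 282 changes of named unigenes, 18 were reversed with unigenes summed by NR hit and 0 of those tested under each of the other alternatives, which tested 240 to 282. The share of calls on the same side of the thresholds was lowest without Nacl2 replicate 2, with 171 of 267. Without Nacl2 replicate 1 it was 186 of 264. An adjusted p under 0.01 left 194 of the 282 there, and a pseudocount of 1 left 266.

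With a pseudocount of 1, mild drought gave 4214 DEGs and high drought 35. With a pseudocount of 0.01, high drought gave 992. Without a filter there were 1187 up-regulated and 1553 down-regulated DEGs under low salinity, 819 under mild drought, 7721 in CK18 vs. CK0 and 2235 common to both salinities. With a mean FPKM of at least 1, which tests fewer unigenes, 9994 were up-regulated under high salinity, mild drought gave 4145, high drought 112 and CK18 vs. CK0 13513, and 1 GO term of the paper was enriched. With FPKM as deposited, 6357 were up-regulated under low salinity, 3 KO sets were enriched and 31 enzyme totals were called. Quantile normalization gave 5927 for mild drought. With all 12 libraries in 1 fit, 1796 were up-regulated under low salinity, high drought gave 1403 and 2 KO sets were enriched. With only the 2 groups compared, 704 were up-regulated and 1371 down-regulated under low salinity, 1639 were common and 1 GO term was enriched. With voom weights high drought gave 1250. At an adjusted p under 0.01, a stricter limit by construction, low salinity gave 145 up-regulated and 228 down-regulated, high salinity 8050 and 4591, mild drought 0, CK18 vs. CK0 0 and both salinities 338 in common. At that limit 0 GO terms were enriched, and 10 named unigenes were higher in Nacl2 than in Nacl1. Mild drought had 22236 unigenes and CK18 vs. CK0 28732 at an unadjusted p under 0.05 in limma. Without a limit on the fold change 31 enzyme totals were called.

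With the replicate number as a replicate block, low salinity gave 451 up-regulated and 773 down-regulated DEGs, mild drought 0 (21692 at an unadjusted p under 0.05 in limma), both salinities 1063 in common, and 1 GO term was enriched. The numbers do not pair libraries, so the block takes up a degree of freedom only.

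With unigenes summed by NR hit, which leaves fewer items to test, low salinity gave 2014 up-regulated and 2055 down-regulated, high salinity 8895 and 5252, high drought 30, CK18 vs. CK0 9939 and both salinities 2992 in common. The correlation of RNA-seq and qRT-PCR was then 0.496 (p = 0.127, permutation test). The sums reversed some named changes, including some that were not called before summing. Under low salinity, Cluster-31803.75602 stood at -0.078 and Cluster-31803.83020 at -0.33 before summing. Under high salinity these included Cluster-31803.30319 and Cluster-31803.74973 (-0.77 for both), Cluster-31803.39773 (0.016), Cluster-31803.51132 (1.69), Cluster-31803.53745 (-0.44), Cluster-31803.78413 (-0.26) and Cluster-31803.83020 (0.35). In Nacl2 vs. Nacl1 they included Cluster-31803.29374 (-0.17), Cluster-31803.30319 and Cluster-31803.74973 (-0.13 for both) and Cluster-31803.60098 (1.30). Under low salinity they were Cluster-31803.103445 (1.83), Cluster-31803.64601 (-0.36), Cluster-31803.75602 (2.16), Cluster-31803.78413 (-0.46) and Cluster-31803.83020 (1.43).

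The Q30 class was a covariate in the fit of all 12 libraries, which without it gave 1796 up-regulated and 2413 down-regulated DEGs under low salinity and 1403 under high drought. With it, low salinity gave 255 up-regulated and 540 down-regulated, high drought 900 and both salinities 677 in common. There, 1 GO term was enriched and 19 named unigenes were higher in Nacl2 than in Nacl1.

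Leaving out each library in turn, low salinity gave 0 to 794 up-regulated and 0 to 826 down-regulated DEGs. It gave 0 without either Nacl1 library, and 604 in all without CK18 replicate 1, 1271 without CK18 replicate 2, 1225 without Nacl2 replicate 1 and 834 without Nacl2 replicate 2. High salinity gave 4969 to 15548 up-regulated and 4567 to 9080 down-regulated, with the up-regulated at 5632 without Nacl2 replicate 1 and 4969 without Nacl2 replicate 2. The down-regulated were 5900 without CK18 replicate 1, 5802 without CK18 replicate 2, 4744 without Nacl2 replicate 1 and 4567 without Nacl2 replicate 2. Both salinities had 0 to 1097 in common, mild drought gave 0 to 12114 and CK18 vs. CK0 4878 to 11418. High drought gave 0 in every case. The correlation with qRT-PCR was 0.875 to 0.889. In a separate setting, on single unigenes without 6PGDH and GAPD, which leaves 7 genes, it was 0.372 (p = 0.301, permutation test). Enriched GO terms numbered 0 to 1, where those of the common DEGs could not pass without either Nacl1 library, which left no common DEGs, KO sets 4 to 5 and enzyme totals 16 to 21. Named unigenes higher in Nacl2 than in Nacl1 numbered 2 (without Nacl2 replicate 2) to 36, with 4 without Nacl2 replicate 1, 15 without Nacl1 replicate 1 and 5 without Nacl1 replicate 2. Of 23 named calls under low salinity 0, of 70 under high salinity 34 and of 43 in Nacl2 vs. Nacl1 2 were tested and called in each of the 6 removals.

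As shares of the same unigenes, no filter kept 42.0% of the low salinity DEGs and 81.4% of those under high salinity, and voom kept 76.5% and 87.4%. Of the low salinity DEGs, only the 2 groups compared kept 28.7%, the replicate block 18.7%, the Q30 covariate 11.5%, an adjusted p under 0.01 5.71%, and a library left out 0 to 17.3%. Depth sets a limit too, since fragments per unigene are not known here and no counting error can be given.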

Differences from the paper's values

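Of the values the paper states, 7 numbers of DEGs and 10 log2 fold changes, of which 8 are given below, differ from those computed here by more than the error or by more than a factor of 1.5. The alternatives named below were set before the data were examined, 19 for the numbers of DEGs and 16 to 19 for a fold change, but the library sizes of voom were corrected after its counts had been seen. For each value, those not named still differ from the paper.

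The paper's total is 16402 DEGs, and here it was 27277. The difference closed with a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, the replicate block, sums by NR hit, an adjusted p under 0.01, and without either CK18 or either Nacl1 library. Under low salinity the paper gives 1326 up-regulated DEGs, against 3229 here, and the values met without a filter and with all 12 libraries in 1 fit. Under high salinity the paper's 9776 up-regulated DEGs stand against 16241 here. They met with a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, quantile normalization, the replicate block, sums by NR hit, an adjusted p under 0.01 and without either CK18 library. The paper's 5798 down-regulated DEGs stand against 9322 here. These met with a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, FPKM as deposited, the replicate block, sums by NR hit, voom, an adjusted p under 0.01 and without either CK18 or either Nacl2 library. For DEGs under low salinity only, the paper's value is 828 and the value here 1714, and they met with a pseudocount of 1, a mean FPKM of at least 1, all 12 libraries in 1 fit and sums by NR hit. For DEGs under high salinity only, the paper's value is 12772 and the value here 20749, and they met with a pseudocount of 1 or 0.01, a mean FPKM of at least 1, sums by NR hit, voom, an adjusted p under 0.01 and without either CK18 or either Nacl2 library. The paper's number of common DEGs is 2802, against 4814 here, and the values met without a filter, with all 12 libraries in 1 fit and with sums by NR hit.

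The log2 fold changes of the paper's Tables S7, S10, S11 and S12 have the sign of those here in all 27 cases for Nacl1 and all 84 for Nacl2. For DGAT Cluster-31803.28938 under high salinity the paper's value is 4.4349 and the value here 3.07, which met with a pseudocount of 0.01. The same setting alone closed the difference for ME Cluster-31803.57194 (the paper's 4.258, here 2.77), ME Cluster-31803.64648 (the paper's 7.067, here 4.44) and PEPC Cluster-31803.81623 (the paper's 3.9278, here 2.65), all under high salinity. With a pseudocount of 0.01 or voom it closed for PDH Cluster-31803.47086 under high salinity (the paper's 7.7207, here 4.82). For ME Cluster-31803.47957 under high salinity (the paper's 4.2193, here 3.28) these settings and the sums by NR hit closed it. For TPI Cluster-31803.69560 the paper's Table S7 gives 4.9892 under low and 2.6379 under high salinity, and the values here were 2.65 and 5.00. No alternative closed either difference, and the paper's Table S12 lists the same values in the opposite order.

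Some items that the paper calls up- or down-regulated were not called here. For BC Cluster-31803.101505 under low salinity, a mean FPKM of at least 1, FPKM as deposited and voom made the call, and for BC Cluster-31803.98783 under high salinity FPKM as deposited and the fit without CK18 replicate 1. No setting called α-CT Cluster-31803.29741 under high salinity, where the adjusted p here was 0.190. PEPC Cluster-31803.103445 and Cluster-31803.38430 under high salinity were called with a pseudocount of 1, sums by NR hit and without CK18 replicate 1. PEPC Cluster-31803.31282 was under the filter and not tested. PK Cluster-31803.30029 under high salinity was called with FPKM as deposited and without a limit on the fold change. The paper's own value for it in Table S10 is also under the limit on the fold change. PK Cluster-31803.75602 under high salinity was called with a pseudocount of 1, a mean FPKM of at least 1, FPKM as deposited, all 12 libraries in 1 fit, only the 2 groups compared, sums by NR hit, voom and without either Nacl1 library. HXK Cluster-31803.43125 under low salinity was called with a pseudocount of 0.01 and with voom, and HXK Cluster-31803.39379 under low salinity with no setting. ME Cluster-31803.68148 under high salinity was called with a pseudocount of 1, FPKM as deposited, sums by NR hit and voom. ACL Cluster-31803.60849 under high salinity was called with a pseudocount of 1, only the 2 groups compared and without either Nacl1 library. 6PGDH Cluster-31803.51132 under low salinity was called with a pseudocount of 1, a mean FPKM of at least 1 and all 12 libraries in 1 fit. Of the GO terms that the paper calls enriched, transcription factor TFIIA complex did not pass here (adjusted p = 0.120, Fisher's exact test), and passed with a pseudocount of 1, no filter, all 12 libraries in 1 fit and sums by NR hit. Peptidase activity, peptidase activity, acting on L-amino acid peptides, and endopeptidase activity passed with no setting.

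Some statements of the paper go another way here. The paper states that the KAS II changes were not significant, and both unigenes passed the thresholds in both treatments here (adjusted p from 0.00430 to 0.0399). The paper states that all genes for ACL, PDC/PDH, ME and PEPC were higher under high than under low salinity. Higher in Nacl2 were the ACL and the PDC unigene, 3 of 4 for PDH, all 8 for ME and all 7 tested for PEPC. PDH Cluster-31803.80535 was lower (contrast -0.62, adjusted p = 0.0812). For AMY3 Cluster-31803.62982 the fold in the paper's text is not the log2 value of its Table S10, and the log2 fold change here was 2.62, which lies within its error of the paper's value in that table. The folds that the paper's text gives for α-CT and FAD are log2 values in its Table S11, and on the log2 scale the values here were 3.23 for α-CT under high salinity, -4.01 for FAD Cluster-31803.83020 under high and 1.50 for FAD Cluster-31803.96909 under low salinity. The paper states that 1 DGAT1 gene was found, and its Table S12 describes 2 unigenes, Cluster-31803.71848 and Cluster-31803.71852, as type 1.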

Other observations

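The interval used below for the qRT-PCR targets and the limit of 1.2 for the ratio of up- to down-regulated DEGs were chosen only after the values had been seen. The other tests in this part were set before their results were seen.

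Under high salinity there were 1.74 up-regulated DEGs per down-regulated DEG. The ratio was 1.96 without CK18 replicate 1, the library with the fewest reads, so the lower depth of that library does not account for it. The scaling stays open. With FPKM as deposited the ratio was 2.16, but this setting moves the median of all changes further up, so it does not test the scaling, and with quantile normalization the ratio fell to 1.34. It also depended on the Nacl2 libraries, at 1.19 without replicate 1 and 1.09 without replicate 2. No biological explanation was tested.

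Of the high salinity DEGs, 3050 had an absolute log2 fold change of at least 5, and 1831 of these share their NR hit with another unigene. For 24.7% of the 1831 the sum over the hit moved by under 1 or the other way, against 26.7% among 15327 DEGs with smaller changes. A limit of 1 on the sum does not test the size of these changes, and the unigene held a median of 15.2% of the FPKM of its hit, so whether reads assigned to another unigene of the same protein account for the size stays open. Of 4035 NR hits with at least 2 DEGs under high salinity, 955 had both an up- and a down-regulated one.

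The best NR hit of 5239 unigenes is an oomycete protein, and these took up 0.129% to 0.735% of the FPKM times length of a library. Over the 12 libraries the median pairwise correlation of the 3105 that could be compared was 0.215, above all of 200 random sets with matched levels, which gave -0.00110 to 0.0210. RNA of a contaminating organism is a candidate explanation. These unigenes made up 1.02% of the high salinity DEGs, and 16.4% of the 1584 tested were DEGs, against 35.3% of all tested. Shared regulation of real *Chlorella* genes was not tested.

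In the qRT-PCR data, the Ct of the reference gene rose by 4.55 in Nacl1 and 4.93 in Nacl2, while in each treatment 6 of the 9 targets changed by under 2. A lower level of glyceraldehyde-3-phosphate dehydrogenase transcripts would need a fall of that size. The FPKM summed over its 51 unigenes changed by -1.18 in Nacl1 and -1.90 in Nacl2 on the log2 scale, well short of it, although its KO totals moved apart, with K05298 falling and K00134 rising under both scalings. With less cDNA in the reactions of treated cultures, the Ct change plus the RNA-seq log2 fold change would be near 1 value for all targets. That value would be the rise of the reference only if the reference transcript itself did not change. The median of these sums was 3.60 in Nacl1 (interval 1.60 to 6.17 at a coverage of 96.1%) and 4.09 in Nacl2 (interval 2.48 to 6.40). Both intervals lie above 0, so less cDNA may explain some or all of the rise. How much stays open, because the reference transcript may have changed too. The targets ranged from 0.676 to 10.8 in Nacl1, so a single amount does not account for each of them.

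Both CK18 libraries have a Q30 above 94% and both Nacl1 libraries one below. The log2 fold changes of Nacl1 vs. CK18 correlated with the differences between lower and higher Q30 within CK0, Nacl2 and PEG1 at 0.0469 at most. This argues against a difference between sequencing runs that is the same in all groups as the whole cause of the low salinity changes, and a difference particular to these libraries stays open.

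Of the 1010 tested unigenes with the GO term of the transcription factor TFIIA complex, 6 have a description that names transcription factor IIA, or 0.594%. A weak domain match may therefore lie behind most of these annotations.

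The scaling factors of unigenes and of KO sums part under salt. Their log2 difference from CK18 was 0.51 in Nacl1 and 0.24 in Nacl2 for unigenes, and 0.70 and 0.97 for KO sums. The direction of the high salinity totals of HXK, ACL, BC, α-CT, FAD, AMY and LACS depends on which is used.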
